# Profiling the compendium of changes in *Saccharomyces cerevisiae* due to mutations that alter availability of the main methyl donor S-Adenosylmethionine

**DOI:** 10.1093/g3journal/jkae002

**Published:** 2024-01-07

**Authors:** McKayla Remines, Makailyn G Schoonover, Zoey Knox, Kailee Kenwright, Kellyn M Hoffert, Amila Coric, James Mead, Joseph Ampfer, Serigne Seye, Erin D Strome

**Keywords:** S-Adenosylmethionine, *SAM1*, *SAM2*, methyl cycle, Phenotypic Microarray, dNTPs, glutathione, arginine metabolism, tamoxifen, fluconazole, ergosterol biosynthesis, cisplatin

## Abstract

The *SAM1* and *SAM2* genes encode for S-Adenosylmethionine (AdoMet) synthetase enzymes, with AdoMet serving as the main cellular methyl donor. We have previously shown that independent deletion of these genes alters chromosome stability and AdoMet concentrations in opposite ways in *Saccharomyces cerevisiae*. To characterize other changes occurring in these mutants, we grew wildtype, *sam1Δ*/sam1*Δ*, and *sam2Δ*/sam2*Δ* strains in 15 different Phenotypic Microarray plates with different components and measured growth variations. RNA-Sequencing was also carried out on these strains and differential gene expression determined for each mutant. We explored how the phenotypic growth differences are linked to the altered gene expression, and hypothesize mechanisms by which loss of the *SAM* genes and subsequent AdoMet level changes, impact pathways and processes. We present 6 stories, discussing changes in sensitivity or resistance to azoles, cisplatin, oxidative stress, arginine biosynthesis perturbations, DNA synthesis inhibitors, and tamoxifen, to demonstrate the power of this novel methodology to broadly profile changes due to gene mutations. The large number of conditions that result in altered growth, as well as the large number of differentially expressed genes with wide-ranging functionality, speaks to the broad array of impacts that altering methyl donor abundance can impart. Our findings demonstrate that some cellular changes are directly related to AdoMet-dependent methyltransferases and AdoMet availability, some are directly linked to the methyl cycle and its role in production of several important cellular components, and others reveal impacts of *SAM* gene mutations on previously unconnected pathways.

## Introduction

*SAM1* and *SAM2* are paralogous genes in *Saccharomyces cerevisiae*, which encode proteins responsible for the synthesis of S-Adenosylmethionine (AdoMet), the major methyl donor in all cells (Fig. 1a). Cells with either *sam1* or *sam2* deletions are able to survive, however, the double homozygous deletion of *sam1* and *sam2* renders cells inviable (Thomas and Surdin-Kerjan 1997). *SAM* gene mutations have been identified to alter AdoMet abundance; *sam1*-deficient cells have been found to have increased AdoMet levels, whereas *sam2*-deficient cells have decreased AdoMet levels (Hoffert *et al*. 2019). Methylation events regulate many cellular processes, and in *S. cerevisiae*, the cellular targets regulated include RNAs, proteins, lipids, nucleotides, and small molecules (Fig. 1b) (Cheng and Roberts 2001).

**Fig. 1.**
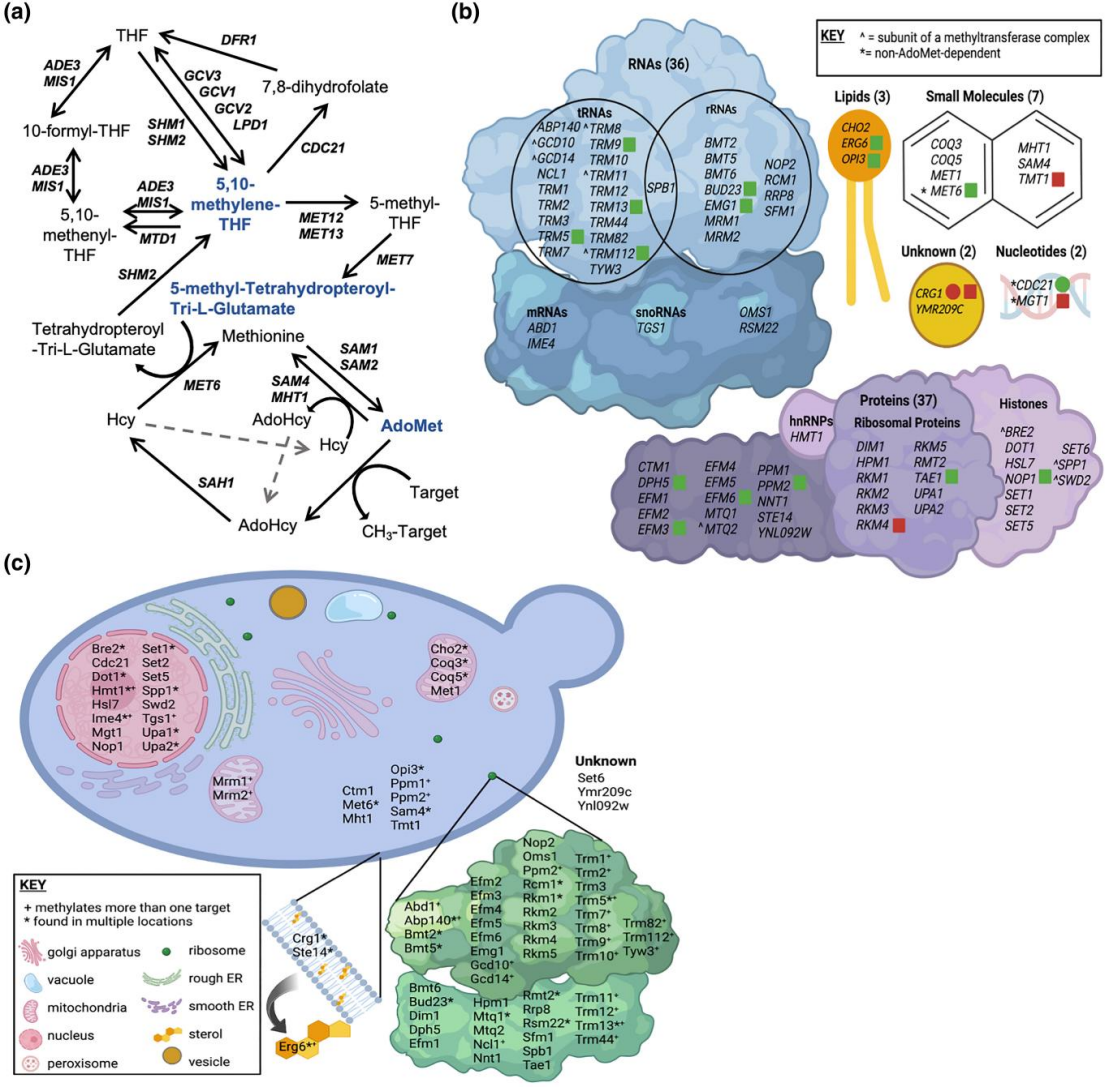
Methyl donors, methyltransferases, and methylation target molecules of *S. cerevisiae*. a) The methyl cycle in *S. cerevisiae* which produces the main methyl donor AdoMet, and portions of the folate cycle that produce the less frequently used methyl donors, 5,10-methylenetetrahydrofolate and 5-methyltetrahydrofolate. b) There are 87 identified methyltransferases in budding yeast, with the target macromolecule identified for most. The main targets are proteins and RNAs, followed by small molecules, lipids, and nucleotides, with 2 methyltransferases with unconfirmed targets. c) The methyltransferases are found in a wide variety of locations in the cell. The “*” next to methyltransferase names identify enzymes that are active in more than 1 location/organelle. The “+” identifies enzymes that methylate multiple target molecules. b and c) Created with BioRender.com.

There are 87 identified methyltransferases in *S. cerevisiae*, all but 3 are AdoMet-dependent, and 84 contain known or putative substrates (Fig. 1b). Of the AdoMet-dependent methyltransferases, 42.9% target RNA molecules, 44% target proteins, 3.6% have lipid targets, 7.1% target small molecules, and 2.4% remain with their target unidentified (Petrossian and Clarke 2009; Roguev *et al*. 2001; Webb *et al*. 2010; Carman and Han 2011; Wlodarski *et al*. 2011; Soares and Buratowski 2012; Sharma *et al*. 2014; Lv *et al*. 2015; Al-Hadid, White, and Clarke 2016; Jethmalani and Green 2020; Ismail *et al*. 2022; Chou *et al*. 2023). Methyltransferases play roles in a wide variety of processes including translation and ribosome synthesis, RNA processing, DNA maintenance, amino acid metabolism, respiration, vesicle transport, autophagy, lipid homeostasis, sterol synthesis, and sulfur and nitrogen reduction (Fig. 1c) (Fauchon *et al*. 2002; Webb *et al*. 2010; Wlodarski *et al*. 2011; Alam *et al*. 2021; González-Rodríguez *et al*. 2021). The wide range of targets, along with the large variety of impacts of the methylation events themselves, lead to broad effects in the cell and are not limited to impacting only a few pathways or cellular outcomes.

Beyond its use as a methyl donor, AdoMet plays a key role in other cellular and metabolic pathways, including glutathione (GSH), polyamine, and dNTP synthesis. AdoMet is produced from methionine (Met) and ATP. When an AdoMet-dependent methyltransferase uses AdoMet as a methyl donor and transfers off the methyl group, the byproduct is S-Adenosylhomocysteine (AdoHcy) (Fig. 1a). AdoHcy reacts to form homocysteine (Hcy) which can then be converted back to methionine using a methyl donor from the folate cycle, or instead be used in the transsulfuration pathway, responsible for production of GSH, cysteine, and important signaling molecules. Glutathione has a key role in cellular defense against reactive oxygen species (ROS) (Sbodio, Snyder, and Paul 2019). Homocysteine conversion back to Met requires tetrahydrofolate (THF) vitamers from the folate cycle (Suliman *et al*. 2005). The folate cycle is further important in synthesis of amino acids, nucleic acids, and nitrogenous bases; for instance, through supplying the methyl donor for conversion of dUMP to dTMP (Tjong, Dimri, and Mohiuddin 2022). Altered dNTP levels have been shown to cause a variety of problems that results in increased damage to DNA and chromosomal instability (Pai and Kearsey 2017). The aminopropylation pathway metabolizes AdoMet to synthesize polyamines, which include putrescine, spermidine, and spermine, necessary for cell growth (Giulidori *et al*. 1984). Spermidine and spermine are crucial for stabilizing DNA, RNA, and the cellular membrane, as well as having roles in signal transduction, stress response and homeostasis, RNA synthesis, and protein interactions (Miller-Fleming *et al*. 2015).

Our group has previously found that AdoMet concentration perturbances, due to the independent loss of *sam1* or *sam2*, result in changes to the stability of the genome as measured with chromosome stability assays (Hoffert *et al*. 2019). Interestingly, *sam1* deletion results in increased AdoMet concentrations and a more stable genome while the removal of *sam2* decreased AdoMet concentrations and resulted in a less stable genome. Thus, despite encoding the same enzyme, with 92% protein sequence identity, alternate functionality and/or regulation mechanisms must apply to each gene/protein independently. Further, in *sam2Δ*/sam2*Δ* cells, we have observed an additional downregulation of *SAM1*, therefore these cells represent both reduced AdoMet concentrations and would have reduced Sam1- and Sam2-dependent processes (Hoffert *et al*. 2019). Whereas, the *sam1Δ*/sam1*Δ* cells have abundant AdoMet and would only be reduced in Sam1-dependent processes. Due to the wide array of pathways in the cell that are impacted by AdoMet availability, including methylation events and molecules produced from products of the methyl cycle, we sought to broadly characterize the multitude of changes occurring in cells due to *sam1* and *sam2* gene deletions. To accomplish this, we have undertaken phenotypic profiling and gene expression analysis in these mutant strains. Phenotypic profiling involved the Phenotypic Microarray system from BiOLOG, and characterizing growth differences of mutant and wildtype strains in over 1,000 different conditions (Bochner 2003). Observed growth differences were then explored to understand the mechanism of action of the causative condition and its relation to methylation events, methyl cycle products, and/or AdoMet availability. We also undertook RNA-Sequencing (RNA-seq) experiments to understand the impacts of AdoMet availability on gene expression. Many methylation events impact gene expression, including via histone methylation and mRNA methylation. Therefore, exploration of differential gene expression in our mutant strains also allows us to characterize impacted genes/pathways with no intrinsic relationship to methylation, the methyl cycle, or AdoMet, beyond their regulation. Further, we sought to link these 2 methodologies, aiming to align these data sets to elucidate where gene expression differences explain altered phenotypes. Through the combination of these methodologies, we have built a more comprehensive understanding of the changes occurring due to the *sam1* and *sam2* deletions and are able to hypothesize which of these altered pathways might be contributing to the observed impacts on genome stability.

## Materials and methods

### Strains

The *S. cerevisiae* strains used in this study are based on our W303 wildtype strain: MAT a/α, *leu2-3/leu2-3*, *his3-Δ200/his3-Δ200*, *trp1-Δ1/trp1-Δ1*, *lys2-801/LYS2*, *ura3-52/ura3-52*, *can1-100/CAN1*, *ade2-101/ade2-101*, *2x [CF:(ura3::TRP1*, *SUP11*, *CEN4*, *D8B)]*. The homozygous deletant strains for *SAM1* and *SAM2* were created as described in Hoffert *et al*. (2019). Briefly, *SAM1* was knocked out with a KANMX cassette conferring resistance to G418: *sam1*::KANMX, and *SAM2* was knocked out with a *LEU2* cassette correcting the leucine auxotrophy: *sam2*::*LEU2*. Throughout this manuscript, these strains are referenced by their *SAM1* and *SAM2* gene status: wildtype, *sam1Δ*/sam1*Δ*, and *sam2Δ*/sam2*Δ*.

### RNA extraction and quality assessment

To prepare our yeast strains for RNA extraction, samples were grown in synthetic complete (SC) media altered to match their genotypic requirements (*sam1Δ*/sam1*Δ*: addition of G418, and *sam2Δ*/sam2*Δ*: removal of leucine). Samples were grown at 30°C overnight with agitation to mid-exponential phase (OD600 = 0.5–0.6). RNA extraction then follows the RNA Isolation procedure from the TRIzol Reagent protocol (Ambion Cat #15596-018) with minor modifications for cell disruption. Briefly, 1.5 mL of each culture was spun down at 14,000 rpm for 1 min. The media was decanted and 750 µL of TRIzol was added. Samples were resuspended via pipetting and 250 µL of SIGMA acid-washed glass beads, 425–600 µm in size, were added. Samples were bead-beaten for 15 s, then rested on ice for 5 min, beaten again for 25 s, rested on ice for 5 min, then beaten for a final 15 s and placed back on ice. The RNA precipitation, RNA wash, and RNA resuspension steps of the TRIzol protocol were then followed. After pellets were dissolved in RNAase-free ddH_2_O and incubated at 60°C for 15 min, they were stored at −80°C until purified. RNA Purification was completed using the RNeasy RNA Cleanup protocol and spin columns, estimating for up to 1 mg of RNA (Midi kit), from Qiagen, with DNase treatment on the columns and removal by subsequent washes. RNA quantity and quality were assessed via Nanospec following the manufacturer’s guidelines. RNA quality was further assessed by running 1 µg of each sample on a 1% TAE gel with bleach at 100 V for 40 min (Aranda, LaJoie, and Jorcyk 2012).

### RNA-Sequencing library preparation

Samples were sent to the University of Louisville Genomics Core Facility for RNA-seq. The TruSeq Stranded mRNA LT Sample Prep Kit—Set A and Set B with poly-A enrichment was used to prepare a library for RNA-seq. Briefly, polyadenylated RNA was purified, fragmented, and primed. First and second cDNA strands were synthesized and purified, and 3′ ends were adenylated. Then, the samples were barcoded with Illumina TruSeq adapters and the dsDNA fragments were enriched via PCR. The samples were purified, and quality was assessed using the Agilent DNA 1000 kit. The fragment size of the samples was about 300–350 bp in length. Sample quantity was assessed via a standard curve method from qPCR using DNA standards from the KAPA Library Quantitation Kit for Illumina Platforms. Next, the samples were normalized and pooled. Finally, the libraries were denatured and diluted in preparation for sequencing.

### RNA-Sequencing

An Illumina NextSeq 500, using NextSeq 500/550 1 × 75 cycle High Output Kit v2, was used to sequence the prepared library. Triplicates of 3 strains were analyzed: wildtype, *sam1Δ*/sam1*Δ*, and *sam2Δ*/sam2*Δ*. Thirty-six single-end raw sequencing files (.fastq) were analyzed using the tuxedo suite pipeline. The raw data were condensed into 1 single-end .fastq file for each triplicate giving 9 files representing each mutant strain (Cock *et al*. 2010). Quality control (QC) was performed using FastQC (version 0.10.1) and it was determined that trimming the samples was unnecessary (Andrews 2014). Tophat2 (version 2.0.13) was used to align sequences to the *S. cerevisiae* reference genome assembly (Saccharomyces_cerevisiae.R64-1-1.dna.toplevel.fa) (Kim *et al*. 2013). The tuxedo suite of programs, including cufflinks-cuffdiff2 (version 2.2.1), was used to identify differentially expressed genes (DEGs) between each mutant strain and wildtype (Trapnell *et al*. 2013; 2012). Cutoff limits for significance were as follows: *P* ≤ 0.05, −0.58 ≤ log2 Fold Change (log2FC) ≥ 0.58. A multiple comparison correction (MCC) was also applied, and *q*-value determined. These data can be found in Supplementary Table 1. As we are interested in investigating pathways that might involve multiple DEGs, we are including discussion of all gene expression differences that meet the *P* ≤ 0.05, −0.58 ≤ log2FC ≥ 0.58 cutoffs, rather than the more stringent MCC *q*-values. In this manner, we can visualize pathways where multiple *P*-value level significant DEGs are found, lending support to these not being false positive results. Global representation of the RNA-seq findings can be visualized in the Principal Component Analysis (PCA) and Heatmap of the DEGs from each strain in Supplementary Fig. 1. In the PCA, DEGs from the RNA-seq experiment comparisons between wildtype vs *sam1Δ*/sam1*Δ* and vs *sam2Δ/sam2Δ* strains were utilized. 

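Computed on the log2 scale over the 647 genes counted as DEGs below in either mutant, the first component held 60.9% of the variance and the second 22.4%. Differences between strains made up 97.4% of the first and 96.9% of the second, and these genes had been picked for a difference between strains. Over all 6139 genes tested across the 9 libraries, the first component held 52.4% and 17.1% of it lay between strains, while the second held 24.0% and 79.3% of it lay between strains. Wildtype replicate 1 stood apart on that first component, with a score of -47.4 against 22.1 and 14.4 for wildtype replicates 2 and 3. The choice of genes moved the share most: with the 500 most variable genes the first component held 53.7%, of which 27.8% lay between strains.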

The raw read counts were transmuted using the Variant-Stabilizing Transformation (VST) function provided by the R library DeSeq2 (Love, Huber, and Anders 2014). The PCA was calculated using DeSeq2's plotPCA function and then plotted using ggplot2. A Heatmap was generated by once again running the raw read counts through VST and then centering and scaling them using the base R function “scale”. 

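In the table used here YNR075C-A (chromosome XIV, 781511 to 781603) has a value in every library. It was 18.9, 4.85 and 5.43 in wildtype replicates 1 to 3 and 1.21, 4.36 and 1.53 in sam2Δ/sam2Δ, and it was listed at 0 in each of the 3 sam1Δ/sam1Δ libraries. The gene lay below the signal asked for in the test and was not tested.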

One gene, YNR075C-A, had a missing value for one of the samples and was removed. The plotting of this data was achieved using the Heatmap function from the R library ComplexHeatmap (Gu, Eils, and Schlesner 2016; Gu 2022).

### Phenotypic Microarray

Phenotypic Microarray (PM) plates were obtained from BiOLOG to test our mutant strains for phenotypic differences under a variety of conditions. Each well contains the necessary requirements for growth as well as different substrates or differing concentrations of the same substrate, testing a variety of conditions from metabolism to drug sensitivity. Substrate contents of each well are listed in Supplementary Table 5; concentrations are proprietary and confidential to BiOLOG. PM1 and PM2A MicroPlates test carbon sources, PM3B MicroPlate tests nitrogen sources, PM4A MicroPlate tests phosphorous and sulfur sources, PM5 MicroPlate tests nutrient supplements, PM6-8 MicroPlates test peptide nitrogen sources, PM9 MicroPlate tests osmolytes, PM10 tests pH, and PM21D, PM22D, PM23A, PM24C, and PM25D test for chemical sensitivities. All tests were conducted in duplicate for all 3 strains of interest.

Plates were inoculated per manufacturer instructions and the genotypes of our strains. Briefly, a stock solution for PM1-8 was prepared by adding 5 mL of His (2.4 mg/mL), Trp (4.8 mg/mL), Ura (2.4 mg/mL), and Leu (7.2 mg/mL) to 580 mL of ddH_2_O. A stock solution for PM9+ was prepared by adding 5 mL of His (2.4 mg/mL), Trp (4.8 mg/mL), Ura (2.4 mg/mL), and Leu (7.2 mg/mL) to 580-mL SC-5 solution. The inoculating fluid for PM1-2 was prepared by adding 20 mL of IFY-0 (1.2×), 0.32 mL of dye mix D (75×), and 3.18 mL of ddH_2_O. The inoculating fluid for PM3-8 was prepared by adding 60 mL of IFY-0 (1.2×), 0.96 mL of dye mix D (75×), 3 mL of D-glucose (24×), and 6.54 mL of ddH_2_O. The inoculating fluid for PM9+ was prepared by adding 70 mL of SC medium (1.2×), 0.84 mL of dye mix E (100×), and 7.91 mL of ddH_2_O.

Each yeast strain was streaked on separate BUY agar plates from BiOLOG and grown for 24 h at 30°C then subcultured to a new BUY plate for an additional 24 h. Cells from subculture plates were transferred into the previously prepared stock solutions to obtain uniform suspensions with a turbidity of 62% transmittance. A total of 0.50 mL of the cell suspension was added to 23.5 mL of PM1,2 inoculating fluid, and 100 µL was added to each well of PM1 and PM2. A total of 1.50 mL of the cell suspension was added to 70.50 mL of PM3-8 inoculating fluid, and 100 µL was added to each well of PM3-8. A total of 1.75 mL of the cell suspension was added to 82.25 mL of PM9+ inoculating fluid, and 100 µL was added to each well of PM9-10, 21-25. A BioTek ELx800 microplate reader was used to obtain optical densities (OD) of the wells in each plate at 0 h, 24, 48, and 72 h. All plates were sealed with parafilm and incubated at 30°C with agitation between OD readings. Prior to each OD reading, the cells were resuspended via pipetting. OD readings for biological replicates at each timepoint were plotted to generate growth curves. Any growth curves where either the mutant strain or wildtype strain biological replicates were not consistent were deemed inconclusive. Significant PM growth curves that were used in this manuscript were depicted using GraphPad Prism version 9.5.1 for Windows, GraphPad Software. Graphs were generated using the third order polynomial (cubic) equation using the Gompertz-growth curve model, and each graph was interpolated with a 95% confidence interval. Goodness-of-fit was measured using nonlinear regression analysis with GraphPad Prism. Additionally, 1 condition from each story (A–F) was selected for verification of the growth difference phenotype. Growth was tested over a 72-h period, grown at 30°C, with absorbance readings taken ever 17 and 38 s. Inoculations began with ∼200 cells of each strain of interest into YPD supplemented with the drug/condition to be tested at the following concentrations, fluconazole 0.48 µg/mL, cisplatin 1.7 µg/mL, sodium selenite 198 µg/mL, L-glutamic acid γ-monohydroxamate 597 µg/mL, 6-azauracil 133 µg/mL, and tamoxifen 0.014 µg/mL. Growth curves were generated as above (Supplementary Fig. 2). All absorbance data collected and growth curves generated for this study can be found in Supplementary Tables 6 and 7.

### Pathway analysis

To determine impacted pathways by conditions in the PM wells of interest, and find and map all involved genes, we executed a series of steps. First, we identified the specific targets of the conditions where growth differences of interest were observed. The specific effects of each condition or drug were carefully researched through databases, including PubMed, DrugBank, and the Saccharomyces Genome Database (Issel-Tarver *et al*. 2002; Wishart *et al*. 2006; 2018; Cherry *et al*. 2012). We extensively examined each condition and their associated mechanism of action through exhaustive literature searches focusing both on *S. cerevisiae* specific impacts and those in other systems. Next, we moved to researching what genes might be involved, again using literature searches in PubMed as well as the articles already identified. If the mechanism of action research yielded specific enzymes or pathways that were impacted, these were then researched using the Saccharomyces Genome Database, and cited literature within was reviewed. To fully map pathways around identified genes or processes, the Saccharomyces Genome Database YeastPathways biological maps and BRENDA Enzyme Database pathway maps were utilized (Schomburg *et al*. 2000; Issel-Tarver *et al*. 2002; Cherry *et al*. 2012; Chang *et al*. 2021). Our own representation of the pathway was then created that included all involved genes from all sources.

## Results

### RNA-Sequencing

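Cultures of 3 diploid strains, wildtype, sam1Δ/sam1Δ and sam2Δ/sam2Δ, gave 3 RNA-seq libraries each. They were harvested at an OD600 of 0.5 to 0.6, and the media differed: SC for wildtype, SC with G418 for sam1Δ/sam1Δ and SC without leucine for sam2Δ/sam2Δ, so strain and medium change together in each comparison. The authors deposited 1 value for each of 7126 genic regions in each library. Between 96.8 and 98.4% of the values of a library lay within 0.05 of a whole multiple of a step of its own, so a value is a number of estimated reads divided by a factor of the library, and it is called signal here. The signal of 1 read was 0.651, 1.21 and 0.603 in wildtype replicates 1 to 3, 1.06, 0.443 and 0.540 in sam1Δ/sam1Δ, and 1.21, 2.18 and 0.766 in sam2Δ/sam2Δ. Divided by these steps, the libraries held about 18.2, 9.31 and 18.2 M reads, 10.3, 23.8 and 19.2 M reads, and 8.71, 4.90 and 12.2 M reads in the same order, a 4.86-fold range. Each mutant was compared with wildtype on the log2 scale with 3 libraries per strain, over the genes with a signal of at least 10 in at least 3 of the 6 libraries. A gene is counted as a DEG below when it meets the paper's cutoffs with limma, an unadjusted P of at most 0.05 and a log2FC of at least 0.58 in size, and values after ± are SDs of the 3 libraries. P values adjusted over all tested genes are printed beside, and a log2FC is that of the signal plus 1, which understates the change of genes with low signal.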

RNA-seq revealed 134 DEGs in the *sam1Δ*/sam1*Δ* mutant strain. Specifically, there were 59 upregulated genes and 75 downregulated genes at cutoff values of *P* ≤ 0.05, −0.58 ≤ log2FC ≥ 0.58, (Supplementary Table 1). 

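Of 6109 genes tested in sam1Δ/sam1Δ, 70 met both cutoffs, 38 higher and 32 lower, and 12 of them share their locus with another gene. An unadjusted P of at most 0.05 was reached by 128 genes, and 305 would reach it by chance. After Benjamini-Hochberg adjustment with limma 6 genes passed 0.05, all of them lower: SAM1, AIF1, PDR18, YNR071C, MAN2 and HXT17, the last 2 named after their values were seen. The signals of the groups did not overlap in 399 genes (6.53%, 10% by chance). SAM1 (chromosome XII, 515262 to 516410) had a signal of 9253 ± 6868 in wildtype and 1.06, 1.77 and 0 in the mutant libraries, and SAM2 (chromosome IV, 1453310 to 1454464) was at 25439 ± 12156 against 22317 ± 3280.4 (log2FC -0.10, SE 0.36, adjusted P = 0.9997). AIF1 (chromosome XIV, 777602 to 778738), PDR18 (chromosome XIV, 765375 to 769376) and YNR071C (chromosome XIV, 770440 to 771468) were at 342 ± 62.4, 165 ± 20.4 and 165 ± 11.9 in wildtype and listed at 0 in each of the 3 mutant libraries. With 1 library left out, the number of genes moved most without wildtype replicate 1, to 355. It was 116 without sam1Δ/sam1Δ replicate 1 and 41 without sam1Δ/sam1Δ replicate 3. Next to SAM1, YLR179C and VTA1 had log2FC of 0.16 and 0.08 and neither met the cutoffs.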

Gene ontology analysis of these DEGs revealed enrichment for several terms across the 3 domains (Table 1). When looked at altogether, it appears that the deletion of both copies of *sam1* leads to differential expression of genes that play roles in protein and xenobiotic metabolism as well as transmembrane transport of ions.

**Table 1.** GOConsortium gene ontology categorization of differentially expressed genes from RNA-Sequencing.

Strain	GO category	GO: ID	Description	±	*P*-value	FDR
*sam1Δ/sam1Δ*	Biological process	GO:0006805	Xenobiotic metabolic process	+	1.23e^−04^	3.56e^−02^
		GO:0044718	Siderophore transmembrane transport	+	1.83e^−04^	4.76e^−02^
		GO:0009063	Cellular amino acid catabolic process	+	1.34e^−04^	3.67e^−02^
		GO:0044267	Cellular protein metabolic process	+	8.91e^−05^	2.73e^−02^
		GO:0010467	Gene expression	+	7.39e^−06^	9.63e^−03^
	Molecular function	GO:0015293	Symporter activity	+	4.73e^−05^	3.00e^−02^
		GO:0015075	Ion transmembrane transporter activity	+	4.46e^−05^	3.77e^−02^
	Cellular component	GO:0000786	Nucleosome	+	4.65e^−04^	4.95e^−02^
		GO:0005887	Integral component of plasma membrane	+	4.34e^−06^	4.61e^−03^
		GO:0000324	Fungal-type vacuole	+	4.51e^−05^	1.60e^−02^
*sam2Δ/sam2Δ*	Biological process	GO:0006526	Arginine biosynthetic process	+	2.89e^−05^	5.57e^−03^
		GO:0006591	Ornithine biosynthetic process	+	8.69e^−05^	1.37e^−02^
		GO:0000097	Sulfur amino acid biosynthetic process	+	1.09e^−04^	1.58e^−02^
		GO:0072528	Pyrimidine-containing compound biosynthetic process	+	4.00e^−04^	4.97e^−02^
		GO:0006555	Methionine metabolic process	+	2.63e^−04^	3.43e^−02^
		GO:0046942	Carboxylic acid transport	+	2.14e^−05^	4.64e^−03^
		GO:0019693	Ribose phosphate metabolic process	+	2.79e^−04^	3.54e^−02^
		GO:0006753	Nucleoside phosphate metabolic process	+	7.95e^−05^	1.34e^−02^
		GO:0042254	Ribosome biogenesis	+	9.32e^−05^	1.43e^−02^
		GO:0006897	Endocytosis	−	6.73e^−06^	1.95e^−03^
		GO:0032197	Transposition, RNA-mediated	−	1.25e^−04^	1.72e^−02^
	Molecular function	GO:0046943	Carboxylic acid transmembrane transporter activity	+	2.09e^−05^	2.66e^−02^
		GO:0008514	Organic anion transmembrane transporter activity	+	5.63e^−05^	2.66e^−02^
		GO:0043167	Ion binding	+	9.12e^−05^	4.63e^−02^
		GO:0003824	Catalytic activity	+	3.07e^−06^	7.79e^−03^
	Cellular component	GO:0110165	Cellular anatomical entity	+	1.03e^−05^	1.09e^−02^

GOConsortium was used to analyze *sam1Δ/sam1Δ* and *sam2Δ/sam2Δ* DEGs for enriched and underrepresented biological process, molecular function, and cellular component gene ontology terms at a *P*-value and FDR cutoff of 0.05 (Ashburner *et al*. 2000; Mi *et al*. 2019; The Gene Ontology Consortium *et al*. 2023). Overrepresented terms are indicated with “+” whereas underrepresented terms are indicated with “−”. The most specific subclass of enriched terms for each category is shown. A complete list of enriched terms, including parent classes, can be found in Supplementary Table 2.

The *sam2Δ*/sam2*Δ* mutant strain had 876 DEGs, consisting of 405 upregulated genes and 471 downregulated genes (*P* ≤ 0.05, −0.58 ≤ log2FC ≥ 0.58) (Supplementary Table 1). 

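In sam2Δ/sam2Δ, 601 of 6099 tested genes met both cutoffs, 305 higher and 296 lower, and 129 of them share their locus with another gene. An unadjusted P of at most 0.05 was reached by 810 genes, against 305 by chance, and 7 genes passed an adjusted P of 0.05 with limma, all lower. The groups did not overlap in 1361 genes (22.3%, 10% by chance). SAM2 was listed at 2.43, 4.36 and 6.89 in the mutant libraries (adjusted P = 0.00012). With log2FC and adjusted P, next came OAC1 (-3.07, 0.010), ISU2 (-2.52, 0.025), OYE3 (-2.08, 0.025), YOR225W (-2.25, 0.025), LEU1 (-4.01, 0.029) and BAT1 (-2.76, 0.036), with YOR225W named after its values were seen. Leaving out 1 library gave from 412 genes, without sam2Δ/sam2Δ replicate 1, to 749, without wildtype replicate 1. The unadjusted cutoffs counted 8.59 times as many genes in sam2Δ/sam2Δ as in sam1Δ/sam1Δ, 2.11 times without wildtype replicate 1, 14.7 times without sam1Δ/sam1Δ replicate 3 and 1.17 times with adjusted P. The ratio of 1.17 rests on few genes. In sam1Δ/sam1Δ they are SAM1 and 5 genes at the right end of chromosome XIV, which loss of that end could lower together. In sam2Δ/sam2Δ, OAC1, LEU1 and BAT1 belong to the leucine pathway, and marker and medium differ there too. From the altered growth in more conditions and the larger number of genes changed in sam2Δ/sam2Δ the authors reason in the Discussion that the loss of SAM2 has the greater impact on the cell, and they state that part of it comes through less AdoMet.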

Gene ontology analysis of all DEGs from *sam2Δ*/sam2*Δ* cells revealed several enriched terms across the 3 domains (Table 1), including the biological process of “amino acid and deoxynucleoside triphosphate (dNTP) metabolism”, and molecular functions including “transmembrane transport”, “ion binding”, “protein and xenobiotic metabolism”, and “catalytic activity”. Three AdoMet-dependent methyltransferases were upregulated: *RKM4*, *CRG1*, and *TMT1*, while 15 AdoMet-dependent methyltransferases were significantly downregulated: *ERG6*, *OPI3*, *TAE1*, *EFM3*, *EFM6*, *DPH5*, *PPM2*, *NOP1*, *BUD23*, *NOP2*, *EMG1*, *TRM5*, *TRM9*, *TRM13*, and *TRM112* (Fig. 1b) [*P* ≤ 0.05, −0.58 ≤ log2FC ≥ 0.58, (Supplementary Table 1)]. This is of interest because the vast majority of AdoMet-dependent methyltransferases are known to be regulated by transcription factors and/or chromatin modifications (Mendiratta *et al*. 2006; Ellahi, Thurtle, and Rine 2015; Monaco *et al*. 2018; Kishkevich *et al*. 2019).

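Of these 18 methyltransferase genes, 4 met both cutoffs with limma in the direction given, RKM4, CRG1, TAE1 and DPH5. All 18 had the sign given and 16 passed the fold limit. With P values adjusted over the 18 alone, 1 gene passed 0.05, CRG1, and the 18 had been picked by the authors from the same libraries. From wildtype to sam2Δ/sam2Δ, CRG1 (chromosome VIII, 519437 to 520312) went from 830.0 ± 170.3 to 2053 ± 174 (log2FC 1.32, SE 0.21, adjusted P = 0.214) and RKM4 (chromosome IV, 969990 to 971474) from 344 ± 96.1 to 603 ± 123 (log2FC 0.82, SE 0.26, adjusted P = 0.282). Likewise TAE1 (chromosome II, 734832 to 735530) went from 573 ± 294 to 256 ± 28.3 (log2FC -1.05, SE 0.34, adjusted P = 0.287) and DPH5 (chromosome XII, 501260 to 502162) from 2627 ± 403 to 1620.2 ± 554 (log2FC -0.74, SE 0.28, adjusted P = 0.329), where the groups of DPH5 overlap. TMT1 was at 1809 ± 1158 against 4504 ± 3116 (log2FC 1.37, SE 0.69, adjusted P = 0.449), and the other 13 had adjusted P values from 0.424 to 0.815. Of the 4 calls only that of CRG1 held without each library in turn. CRG1 also met both cutoffs as higher in sam1Δ/sam1Δ (log2FC 0.68, unadjusted P = 0.011 with limma), for which the paper gives increased AdoMet levels. RKM4 fell short of the cutoffs without wildtype replicate 2 (0.77) or 3 (0.66) and without sam2Δ/sam2Δ replicate 1 (0.75) or 3 (0.72), and DPH5 without wildtype replicate 1 (-0.65) or 3 (-0.70) and without sam2Δ/sam2Δ replicate 1 (-0.55) or 3 (-0.66). TAE1 fell short without sam2Δ/sam2Δ replicate 1 (-0.96) and was at -0.66 without wildtype replicate 1. Without wildtype replicate 2, TMT1 (1.85), TRM9 (-0.96) and TRM112 (-1.18) met the cutoffs. Without wildtype replicate 1, ERG6 (0.16) and EFM6 (0.31) were above 0.

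**Figure D1:**
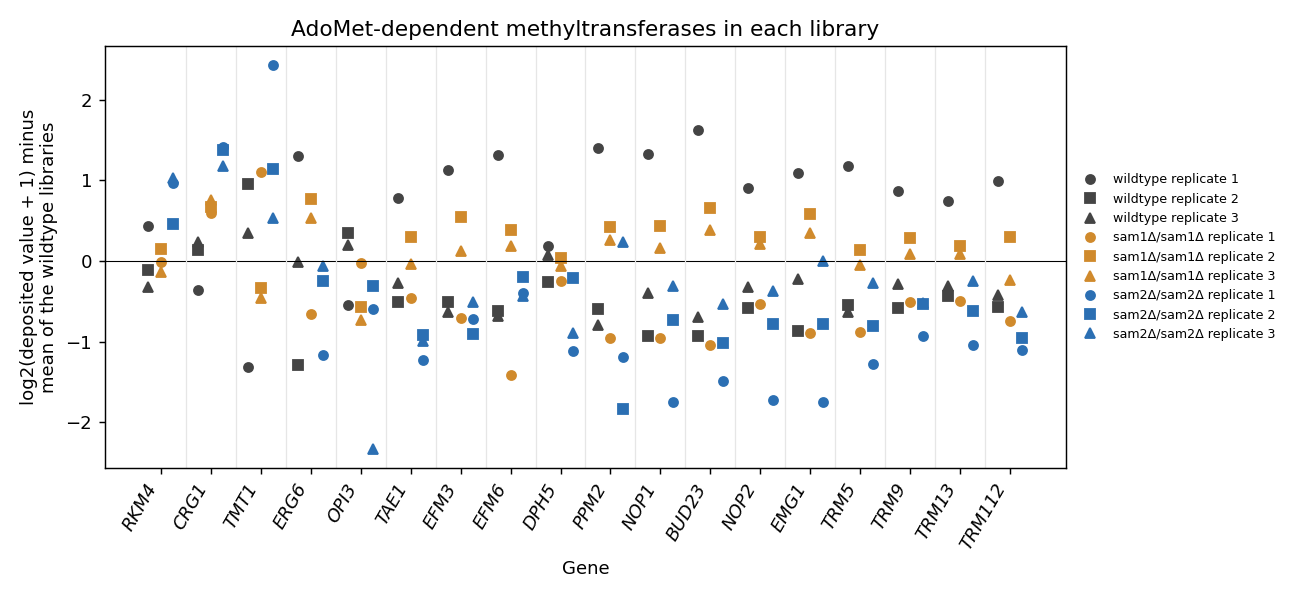
Methyltransferase genes named in the text. Log2 of the signal plus 1 in each library, minus the mean of the 3 wildtype libraries, for wildtype (black), sam1Δ/sam1Δ (orange) and sam2Δ/sam2Δ (blue). Circles, squares and triangles are replicates 1, 2 and 3.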

In comparing the DEGs from each homozygous knockout strain, 59 genes (6.2%) were found in both. 

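By the same cutoffs 24 genes changed in both mutants, 3.71% of the genes changed in either. Of these, 17 moved in the same direction, 10 higher and 7 lower, and 7 moved in opposite directions. Named after their values were seen, LSM2, HTL1, YLR339C and MRX7 were lower in sam1Δ/sam1Δ and higher in sam2Δ/sam2Δ, and YGL262W, TIS11 and FIT3 were the reverse. A direct test between the mutants found LSM2, YLR339C, YGL262W and FIT3 among 37 genes with an adjusted P of at most 0.05. If the changes in the mutants were independent, 6.76 shared genes would be counted. Both comparisons use the same wildtype libraries, and 100 simulated draws without any difference between strains gave a median of 0 shared genes with a 95% range up to 262, and 16 of them gave 24 or more. The number was 112 without wildtype replicate 1 and 15 without sam1Δ/sam1Δ replicate 3.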

Forty-four of these 59 genes showed the same expression pattern in each mutant strain (26 with decreased expression, 18 with increased expression), whereas 15 genes showed opposite expression patterns between the 2 mutant strains (11 *sam1Δ*/sam1*Δ* decreased but *sam2Δ*/sam2*Δ* increased, and 4 *sam1Δ*/sam1*Δ* increased but *sam2Δ*/sam2*Δ* decreased). A list of these genes can be found in Supplementary Table 3.

### Phenotypic Microarray

We utilized 15 PM plates to characterize phenotypic growth differences in our mutant strains (PM1-10, PM21D, PM22D, PM23A, PM24C, and PM25D) (Bochner 2003). There were 1,440 total wells with 13 serving as either positive or negative controls. Many wells contained the same substrate but at varying concentrations. With those instances counting as a single condition, and controls removed, our wildtype and mutant strains were exposed to a total of 1,005 completely different test conditions during growth. When analyzing growth to then define different phenotypes, 3 parts of the growth curves were assessed as was done in Fernandez-Ricaud *et al*. (2007). These parts include the adaptation time (time to start of growth), rate of growth, and efficiency of growth (time to saturation and maximum OD).

The *sam1Δ*/sam1*Δ* mutant strain, which exhibits increased AdoMet levels, showed patterns of growth that differed from the wildtype strain in 146 total wells that encompassed 98 different conditions tested, representing altered growth in 9.75% of the conditions (Supplementary Table 4). The largest grouping (94.9%) impacted rate of growth, whereas 59.2% altered efficiency, and 45.1% impacted adaptation time (Table 2). The *sam2Δ*/sam2*Δ* mutant strain showed altered growth in 206 total wells that encompassed 148 different conditions (Supplementary Table 4). Thus, the full loss of *sam2* expression, which results in decreased AdoMet levels, has wider phenotypic impacts changing growth patterns in 14.7% of conditions tested. In the conditions that had differing growth, the largest group (95.9%) impacted growth rate, whereas 48.0% altered efficiency of growth and 39.2% impacted adaptation time (Table 2).

**Table 2.** Characterization of growth differences in each mutant strain using Phenotypic Microarray plates from BiOLOG.

Strain	Growth descriptor	Increased	Decreased	Total	Total conditions with altered growth
*sam1Δ/sam1Δ*	Adaptation time	41 (41.8%)	4 (4.1%)	45 (45.1%)	98
	Rate of growth	3 (3.1%)	89 (90.8%)	92 (94.9%)	
	Efficiency of growth	2 (2.0%)	56 (57.1%)	58 (59.2%)	
*sam2Δ/sam2Δ*	Adaptation time	6 (4.1%)	52 (35.1%)	58 (39.2%)	148
	Rate of growth	129 (87.2%)	13 (8.8%)	142 (95.9%)	
	Efficiency of growth	56 (37.8%)	15 (10.1%)	71 (48.0%)	

Growth patterns were analyzed for each condition and growth descriptors were applied where mutant strains showed differences. Graphs were not interpreted if biological replicate data for a given strain were not consistent. A single condition could be counted for more than 1 growth descriptor category.

Fifty-nine conditions were identified as impacting growth in both homozygous knockout mutant strains. Of these 59 conditions, 13 resulted in growth patterns of a similar nature (both more sensitive or more resistant) in both the *sam1Δ*/sam1*Δ* and *sam2Δ*/sam2*Δ* mutant strains compared to wildtype: D-galactose, D-xylose, D-fructose, a-D-glucose, L-lyxose, D-glucosamine, 5-keto-D-gluconic acid, EDTA, sodium selenite, chromium chloride, blasticidin S, potassium chromate, and B-chloro-L-alanine. We hypothesize that the pathways impacted by these conditions are not related to the increased and decreased AdoMet levels or increased and decreased chromosome stability seen in the *sam1Δ*/sam1*Δ* and *sam2Δ*/sam2*Δ* strains, respectively, since the growth patterns are similar despite the different mutations. The remaining 46 conditions elicited growth patterns that were opposite in nature (i.e. one strain was more resistant while the other was more sensitive) between the *sam1Δ*/sam1*Δ* and *sam2Δ*/sam2*Δ* mutant strains. The mutant strains showed opposite altered growth patterns to varying concentrations of NaCl, ethylene glycol, 4% sodium formate, sodium lactate, sodium phosphate, pH 4.5 + L-tryptophan, pH 4.5 + hydroxyl-L-proline, pH 4.5 + D,L-alpha-amino-n-butyric acid, dodecyl trimethyl ammonium bromide, protamine sulfate, magnesium chloride, diamide, L-gluatamic acid G-monohydroxamate, L-arginine hydroxamate, glycine hydroxamate, 3-amino-1,2,4-triazole, D,L-serine hydroxamate, bleomycin, ammonium sulfate, doxycycline, glycine hydrocholoride, hydroxylamine, chromium(III) chloride, cobalt(II) chloride, sodium metaborate, caprylic acid, sodium cyanate, sodium cyanide, sodium thiosulfate, chlortetracycline, sodium metasilicate, 6-azauracil, EGTA, sodium pyrophosphate, cisplatin, aluminum sulfate, fluconazole, tamoxifen, miconazole, tobramycin, tetrazolium violet, 4-nitroquinoline-N-oxide, succinic acid, fumaric acid, palladium(II) chloride, ibuprofen, and chloroquine. In general, in these conditions, loss of *sam1* resulted in decreased growth rates and lowered efficiencies, whereas loss of *sam2* resulted in increased growth rates sometimes accompanied with increased growth efficiencies. These conditions that impact both strains, but in nonidentical ways (as well as those conditions that impact one, but not the other mutant strain), are of interest, as the pathways that are impacted might underlie the previously observed chromosome stability changes which also have opposite patterns. The list of conditions eliciting opposite growth patterns therefore served as a starting point in selecting areas to study further (sections A–F below).

We also explored overrepresentations of conditions eliciting growth differences compared to their prevalence in the PM plates based on mechanism of action. We saw that 21.4% of the conditions where *sam1Δ*/sam1*Δ* mutant cells showed altered growth had a mechanism of action relating to toxic ions (2.9% of conditions in the PM wells tested), 8.1% related to protein synthesis (1% of PM wells tested), 7.1% related directly to membrane stability (1.6% of PM wells tested), 17.3% related to osmolarity/osmotic sensitivity (7.6% of PM wells tested), and 3% related to tRNA synthetases (0.5% of PM wells tested). In the majority of these conditions (all but 2 wells across all categories), the *sam1Δ*/sam1*Δ* mutant cells were more sensitive than wildtype, most frequently materializing as a decreased growth rate and/or increased adaptation time. The conditions that elicited altered growth in the *sam2Δ*/sam2*Δ* mutant cells could be broadly categorized as having mechanisms of action of which 10.8% related to toxic ions (2.9% of conditions in the PM wells tested), 4.1% related to protein synthesis (1% of PM wells tested), 6.8% related directly to membrane stability (1.6% of PM wells tested), 4.6% related to respiration (0.7% of PM wells), 26.4% related to osmolarity/osmotic sensitivity (7.6% of PM wells tested), and 2.7% related to tRNA synthetases (0.5% of PM wells tested). In all but 4 wells across all these categories, the *sam2Δ*/sam2*Δ* mutant cells were more resistant than wildtype, most frequently materializing as an increased growth rate and/or decreased adaptation time. These overrepresented categories then served as an additional selection mechanism in narrowing down conditions to study further.

### Linking phenotypic changes with underlying gene expression differences

The use of RNA-seq and the PM allowed broad characterization of differences in the *sam1Δ*/sam1*Δ* and *sam2Δ*/sam2*Δ* mutant strains. Additional work was needed to try to identify how these mutations, and the resultant alterations in AdoMet concentration, led to the differences that were observed. Therefore, we next sought to link the data collected from our RNA-seq experiments to the phenotypic differences from the PM data, to define pathway alterations that led to significant growth changes for our mutants. To do this, we identified the mechanisms of action of the conditions of a particular PM well and then mapped the affected pathways. Then, we overlayed our DEG data to see if the *sam1Δ*/sam1*Δ* or *sam2Δ*/sam2*Δ* deletions altered expression of genes in the pathways. Finally, we sought to determine if the changes in expression of impacted pathway genes, impacts to the methyl cycle, altered AdoMet-dependent methyltransferase expression, or AdoMet concentration differences/availability, could explain the observed growth differences of the strains.

#### A. Lack of *sam2* confers resistance to antifungal azole drugs, while *sam1*-deficient cells show increased sensitivity

The 15 PM plates used contain 3 different azole fungicides (Supplementary Table 5), and we observed growth differences in our *sam1Δ*/sam1*Δ* and/or *sam2Δ*/sam2*Δ* mutant strains in all 3. Figure 2a and b shows representative growth curves of the wildtype, *sam1Δ*/sam1*Δ*, and *sam2Δ*/sam2*Δ* strains in response to these different azoles (for all growth curves, see Supplementary Tables 6 and 7). In fluconazole, the *sam1Δ*/sam1*Δ* mutant cells exhibited decreased growth rate, while the *sam2Δ*/sam2*Δ* mutant cells exhibited an increased growth efficiency and rate of growth (Fig. 2a). In miconazole, *sam1Δ*/sam1*Δ* mutant cells were inhibited from growth, while *sam2Δ*/sam2*Δ* mutant cells exhibited a decreased adaptation time and increased growth efficiency (Fig. 2b).

**Fig. 2.**
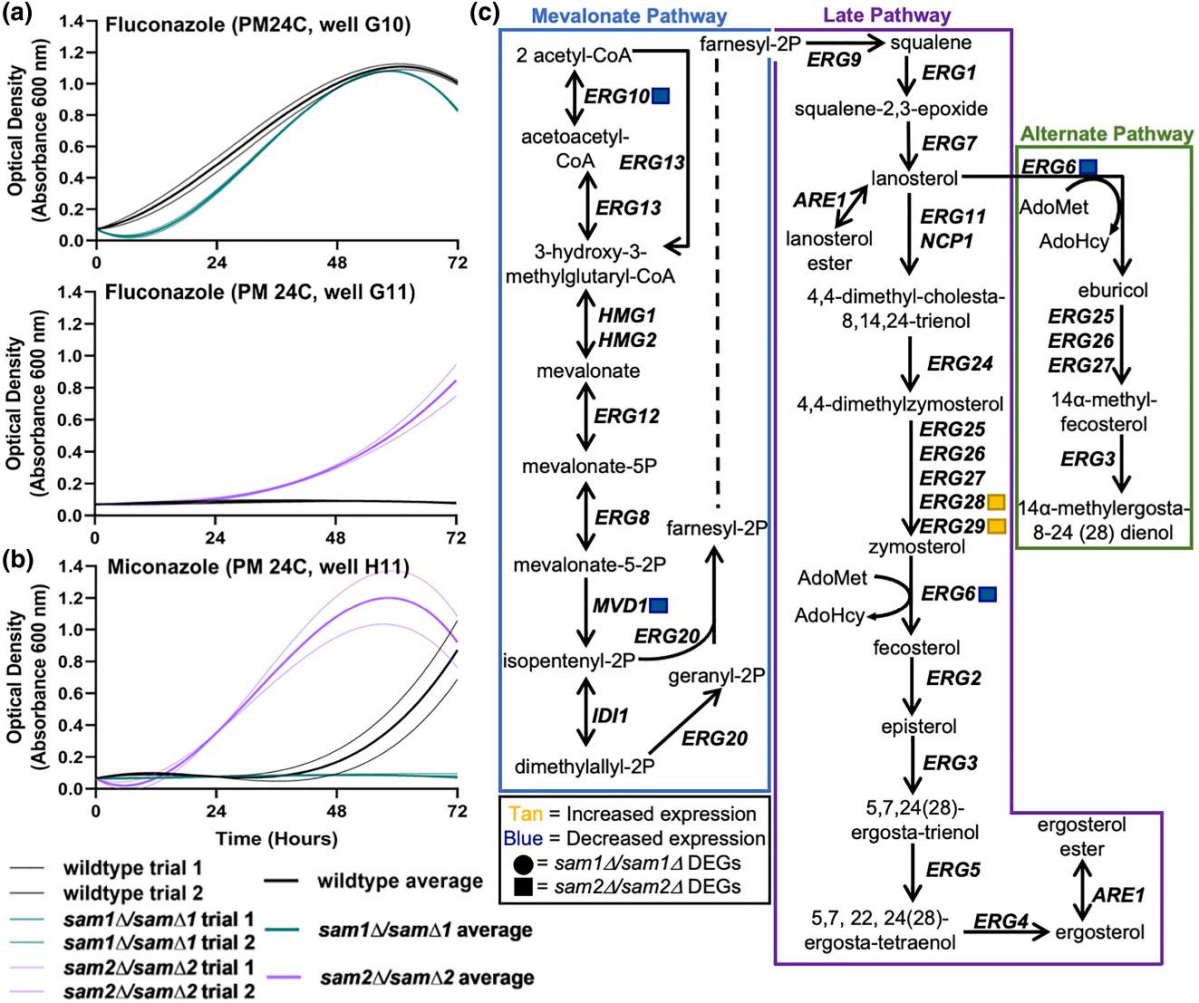
Growth curves of wildtype, *sam1Δ*/sam1*Δ*, and *sam2Δ*/sam2*Δ* cells in the presence of a) fluconazole and b) miconazole, and the impacted c) ergosterol biosynthesis pathway. Growth curves generated from timepoint data of the Phenotypic Microarray experiments. The independent trials for each strain are shown in a lighter weight line, while the average is shown in the same color in bold. a) Growth curves are shown for wildtype and *sam1Δ*/sam1*Δ* cells in the third highest concentration of Fluconazole (PM24C, G10) (R-squared Goodness-of-fit values: wildtype trial 1 = 0.9967, wildtype trial 2 = 0.9967, wildtype average = 0.9968, *sam1Δ*/sam1*Δ* trial 1 = 0.9737, *sam1Δ*/sam1*Δ* trial 2 = 0.9687, *sam1Δ*/sam1*Δ* average = 0.9713) and wildtype and *sam2Δ*/sam2*Δ* cells in the second highest concentration (PM24C, G11) (R-squared Goodness-of-fit values: wildtype no growth = NA, *sam2Δ*/sam2*Δ* trial 1 = 0.9980, *sam2Δ*/sam2*Δ* trial 2 = 0.9964, *sam2Δ*/sam2*Δ* average = 0.9977). b) Growth curves are shown for wildtype, *sam1Δ*/sam1*Δ*, and *sam2Δ*/sam2*Δ* cells in the second highest concentration of miconazole (PM24C, H11) (R-squared Goodness-of-fit values: wildtype trial 1 = 0.9956, wildtype trial 2 = 0.9743, wildtype average = 0.9894, *sam1Δ*/sam1*Δ* no growth = NA, *sam2Δ*/sam2*Δ* trial 1 = 0.9866, *sam2Δ*/sam2*Δ* trial 2 = 0.9526, *sam2Δ*/sam2*Δ* average = 0.9750). c) Production of ergosterol in *S. cerevisiae* begins with 2 acetyl-CoA molecules and produces additional sterols through the interconnected mevalonate, late, and alternate pathways. The output of the mevalonate pathway, farnesyl-2P, is the starting substrate for the late pathway. The gene names that encode the enzymes that function in compound conversion in the pathway are given by their standard names. *sam2Δ*/sam2*Δ* DEGs are represented by tan (increased expression) and blue (decreased expression) squares. RNA-Sequencing did not reveal any differentially expressed genes within this pathway between *sam1Δ*/sam1*Δ* and wildtype.

Cholesterol is the main sterol present in eukaryotic plasma membranes, except fungal plasma membranes, whose main sterol is ergosterol, but also use small amounts of zymosterol and other sterols (Zinser, Paltauf, and Daum 1993; Kodedová and Sychrová 2015). In *S. cerevisiae*, the ergosterol biosynthesis pathway has 3 sections: the mevalonate pathway, the late pathway, and the alternate pathway (Fig. 2c). Fluconazole, propiconazole, and miconazole are triazoles that selectively target lanosterol 14a-demethylase, which is a rate-limiting enzyme encoded by the gene *ERG11*. Both the late and alternate pathways involve an AdoMet-dependent methyltransferase encoded by the *ERG6* gene (Fig. 2c), responsible for the conversion of zymosterol into fecosterol and lanosterol into eburicol, respectively. Eburicol is ultimately converted to the toxic sterol, 14a-methylergosta-8,24(28)-dienol which inhibits proper membrane structure (Bhattacharya, Esquivel, and White 2018). 

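Among the genes that act in ergosterol synthesis, ERG10, ERG6 and MVD1 were lower and ERG28 and ERG29 higher in sam2Δ/sam2Δ, and only ERG28 met both cutoffs with limma. ERG28 (chromosome V, 237570 to 238016) went from 3168 ± 973 to 4953 ± 433 (log2FC 0.69, SE 0.28, adjusted P = 0.361), and ERG29 (chromosome XIII, 537838 to 538551) went from 1091 ± 663 to 1729 ± 629 (log2FC 0.78, SE 0.46, adjusted P = 0.508). Of the lower genes, ERG10 (chromosome XVI, 498096 to 499292) went from 24056 ± 17599.8 to 13336 ± 2891 (log2FC -0.61, SE 0.55, adjusted P = 0.682), ERG6 (chromosome XIII, 251839 to 252990) from 8902 ± 7352 to 5159 ± 1845 (log2FC -0.49, SE 0.65, adjusted P = 0.790) and MVD1 (chromosome XIV, 701895 to 703085) from 9923 ± 9258 to 5403 ± 1994 (log2FC -0.50, SE 0.70, adjusted P = 0.801). ERG28 met them with all 6 libraries and without wildtype replicate 1, and fell short without wildtype replicate 2 (0.42) or 3 (0.77) and without sam2Δ/sam2Δ replicate 1 (0.77), 2 (0.66) or 3 (0.65). Without wildtype replicate 1, ERG29 met them at 1.24, ERG10 was at -0.05 and MVD1 at 0.25. Over 25 tested genes of ergosterol biosynthesis the median log2FC was -0.04 and the mean 0.01, 11 were higher, and the camera test gave an adjusted P of 0.80. Left-out libraries moved this list most, and its median was 0.51 without wildtype replicate 1 and -0.58 without wildtype replicate 2, each past 0.05 by the test.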

*ERG10*, *MVD1*, *ERG6*, *ERG28*, and *ERG29* of the ergosterol synthesis pathway are DEGs in the *sam2Δ*/sam2*Δ* strain at cutoffs of *P* ≤ 0.05, −0.58 ≤ log2FC ≥ 0.58, (Supplementary Table 1); *ERG10*, *MVD1*, and *ERG6* are downregulated, while *ERG28* and *ERG29* are upregulated (Fig. 2c). Decreased *ERG6* expression in the *sam2Δ*/sam2*Δ* strain may lessen the input into the alternate pathway. Upregulation of *ERG28* and *ERG29* in the late pathway may increase zymosterol production, benefiting the cell as Erg6 functions directly downstream of these genes, and increasing its substrate when Erg6 is limited may increase conversion to fecosterol overall and facilitate completion of the late pathway to result in ergosterol production at more normal levels. Further, the significant reduction in AdoMet levels in *sam2Δ*/sam2*Δ* strain would limit methylation by Erg6 from reduced methyl donor availability. The decreased expression of *ERG6*, and the reduced concentration of AdoMet, can explain the resistance to azoles, as while Erg6 functions in both the late and alternate pathways it's reduced activity in the alternate pathway results in less 14a-methylergosta-8,24(28)-dienol production, which does not then build up to toxic levels. No ergosterol pathway genes emerge as DEGs in *sam1Δ*/sam1*Δ* mutants. However, this strain has increased AdoMet, and abundance of this methyl donor may influence the increased sensitivity to azoles, because while the *ERG6* gene is not increased, it's rate of activity may be enhanced by the increased AdoMet. Therefore, when Erg11 is targeted by fluconazole or miconazole, and cells shift to the alternate pathway in an attempt to survive, *sam1*-deficient cells may produce the toxic dienol faster than wildtype cells.

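The 6 ergosterol genes named in the text for either mutant had log2FC of 0.06 to 0.63 in sam1Δ/sam1Δ, and none met the cutoffs with limma or passed an adjusted P of 0.05 (lowest adjusted P = 0.9997). Without wildtype replicate 1, ERG11 (1.51) and ERG29 (0.74) met them. The median of the 25 ergosterol biosynthesis genes was 0.17, and 22 were higher (adjusted P = 0.13 by camera). It was 0.73 without wildtype replicate 1, 0.37 without sam1Δ/sam1Δ replicate 1 and -0.24 without wildtype replicate 2, each past 0.05 by the test.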

#### B. Lack of *sam2* confers resistance to cisplatin

Cisplatin, a known chemotherapeutic, is found in PM24C, wells G1-4, and we observed growth differences in both of our mutant strains in this condition. Figure 3a shows the growth curves of the wildtype, *sam1Δ/sam1Δ*, and *sam2Δ*/sam2*Δ* strains in response to cisplatin. Multiple concentrations were tested in different PM wells and data from a representative well are shown for each mutant. The *sam1Δ/sam1Δ* mutant cells show an increased adaptation time and lowered rate of growth, while the *sam2Δ/sam2Δ* mutant cells show an increased growth rate and efficiency, in comparison to wildtype, on average (Fig. 3a) (for all growth curves, see Supplementary Tables 6 and 7).

**Fig. 3.**
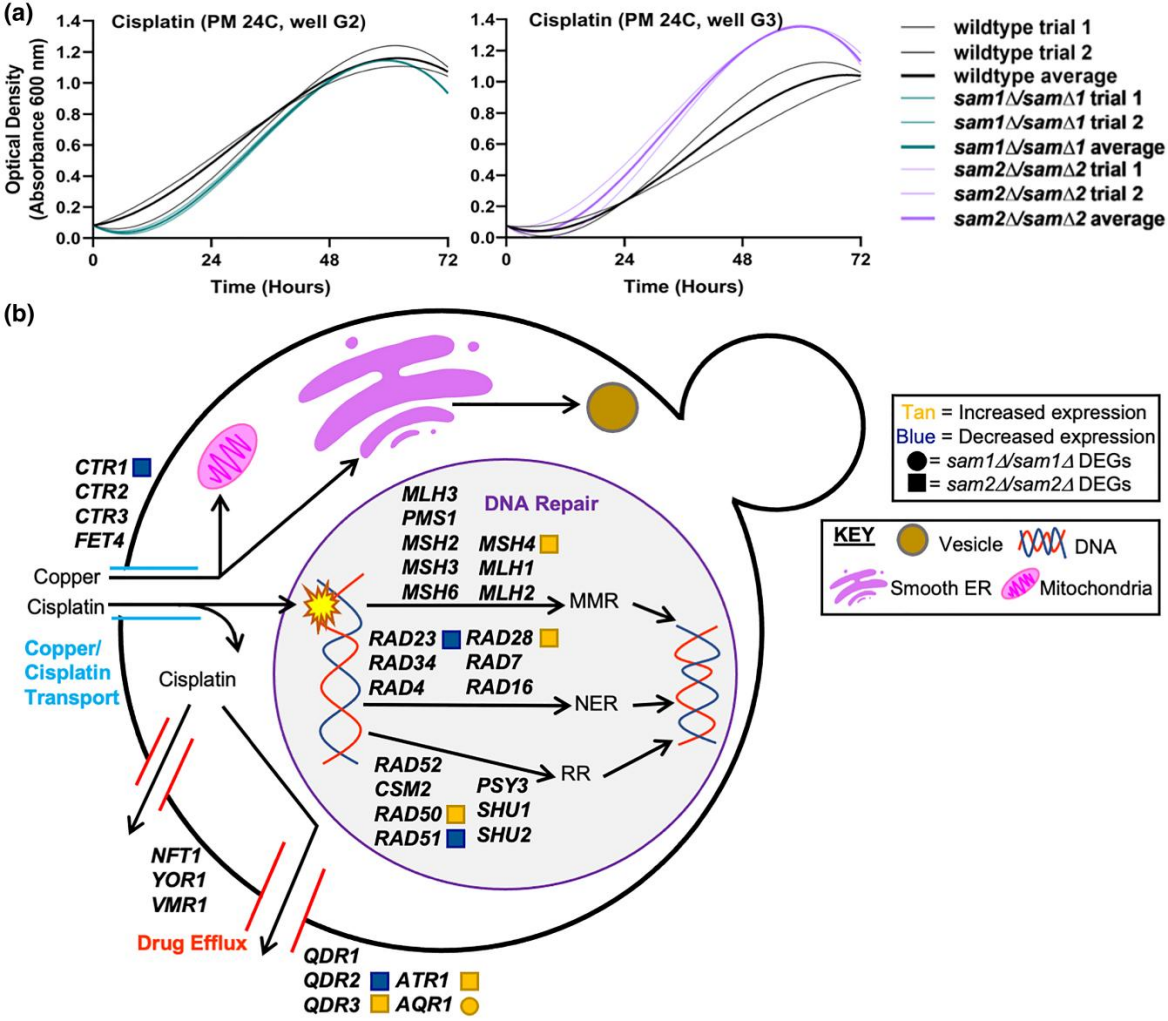
a) Growth curves of wildtype, *sam1Δ*/sam1*Δ*, and *sam2Δ*/sam2*Δ* cells in the presence of cisplatin, and the related b) copper/cisplatin transport pathway, DNA repair pathways, and drug efflux pathways. a) Growth curves generated from timepoint data of the Phenotypic Microarray experiments. The independent trials for each strain are shown in a lighter weight line, while the average is shown in the same color in bold. Growth curves are shown for wildtype and *sam1Δ*/sam1*Δ* cells in the third highest concentration of cisplatin (PM24C, G2) (R-squared Goodness-of-fit values: wildtype trial 1 = 0.9993, wildtype trial 2 = 0.9939, wildtype average = 0.9979, *sam1Δ*/sam1*Δ* trial 1 = 0.9844, *sam1Δ*/sam1*Δ* trial 2 = 0.9835, *sam1Δ*/sam1*Δ* average = 0.9840) and wildtype and *sam2Δ*/sam2*Δ* cells in the second highest concentration (PM24C, G3) (R-squared Goodness-of-fit values: wildtype trial 1 = 0.9950, wildtype trial 2 = 0.9994, wildtype average = 0.9971, *sam2Δ*/sam2*Δ* trial 1 = 0.9994, *sam2Δ*/sam2*Δ* trial 2 = 0.9903, *sam2Δ*/sam2*Δ* average = 0.9914). b) Uptake of copper and cisplatin in *S. cerevisiae* begins with import by membrane-associated transport proteins. Copper aids in several cellular processes in specialized organelles, such as the mitochondria, smooth endoplasmic reticulum, and vesicles. Cisplatin causes DNA damage that can be subsequently repaired by DNA repair pathways: MMR, NER, or RR. Cisplatin can be exported out of the cell by specialized drug efflux pumps. The gene names that encode the proteins that function at particular points in the pathway are given by their standard names. *sam2Δ*/sam2*Δ* DEGs are represented by tan (increased expression) and blue (decreased expression) squares. *sam1Δ*/sam1*Δ* DEGs are represented by tan (increased expression) and blue (decreased expression) circles.

Cisplatin is a platinum-based drug, with genotoxic, cytostatic, and cytotoxic effects (Hannan, Zimmer, and Hazle 1984). We envisioned that cell sensitivity or resistance to cisplatin could be impacted through changes in the uptake of the drug, reaction/repair to damage caused by the drug, or altered export of the drug. 

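The copper transporter gene CTR1 (chromosome XVI, 786141 to 787428) fell from a mean signal of 1677 ± 529 in wildtype to 867 ± 184 in sam2Δ/sam2Δ (log2FC -0.93, SE 0.27, adjusted P = 0.259), and its locus holds 1 other gene. The call held without each of the 6 libraries in turn, with log2FC of -1.09 to -0.68. In sam1Δ/sam1Δ its log2FC was 0.03 (adjusted P = 0.9997).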

DEGs from the *sam1Δ*/sam1*Δ* and *sam2Δ/sam2Δ* mutant strains include *CTR1* of the copper/cisplatin transport pathway, *MSH4*, *RAD50*, *RAD51*, *RAD28*, and *RAD23* of the DNA repair pathways, and *QDR2*, *QDR3*, *AQR1*, and *ATR1* of the drug efflux pathways, at cutoffs of *P* ≤ 0.05, −0.58 ≤ log2FC ≥ 0.58, (Supplementary Table 1) (Fig. 3b). *sam2Δ*/sam2*Δ* mutant cells exhibited decreased expression of *CTR1*. Previous studies have found that loss of *CTR1* results in almost complete resistance to cisplatin due to lowered ability of cisplatin transport into the cell (Abada and Howell 2011). We hypothesize that the lowered Ctr1 (at least partially) allows *sam2Δ/sam2Δ* cells to resist the deleterious effects of cisplatin due to decreased import and thus exposure of their DNA to the drug. Within the drug efflux pathway, 3 genes have been identified as responsible for exporting cisplatin only: *NFT1*, *YOR1*, and *VMR1*, each of which is part of the multidrug resistance-associated family of proteins (Fig. 3b) (Klein, Kuchler, and Valachovic 2011). Although none of these genes are DEGs, the *sam2Δ*/sam2*Δ* mutant cells do exhibit altered expression of a similar family of transporters that export several drugs including cisplatin: *QDR2*, *QDR3*, and *ATR1* (Fig. 3b). 

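QDR2 was lower and QDR3 higher in sam2Δ/sam2Δ by both cutoffs with limma, with or without any 1 library. QDR2 (chromosome IX, 132244 to 133872) went from 661 ± 228 to 317 ± 64.2 (log2FC -1.01, SE 0.31, adjusted P = 0.269) and QDR3 (chromosome II, 321876 to 323945) from 858 ± 99.0 to 1514 ± 327 (log2FC 0.80, SE 0.21, adjusted P = 0.247). ATR1 (chromosome XIII, 38196 to 39824) rose from 477 ± 259 to 791 ± 200.4 (log2FC 0.82, SE 0.39, adjusted P = 0.428) and fell short by P, and of the fits with 1 library left out only that without wildtype replicate 1 met the cutoffs (1.24). NFT1, YOR1 and VMR1, which the text gives as unchanged in sam2Δ/sam2Δ, had log2FC of -0.05 to 0.42 and none met the cutoffs (lowest adjusted P = 0.466). In sam1Δ/sam1Δ 13 cisplatin genes of the text had log2FC of -0.29 to 0.36 (lowest adjusted P = 0.9997) and none was counted. ATR1 met the cutoffs there at 0.74 without wildtype replicate 1.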

The Qdr1, Qdr2, Qdr3, and Atr1 proteins are multidrug/hydrogen ion antiporters, and are also known to be responsible for cisplatin resistance (Gömpel-Klein and Brendel 1990; Tenreiro *et al*. 2005). We hypothesize that because the *sam2Δ*/sam2*Δ* mutant cells exhibit upregulation of 2 of the multidrug export genes (*QDR3* and *ATR1*), they are likely able to pump out more cisplatin than wildtype or *sam1Δ*/sam1*Δ* mutant cells, which in combination with their decreased import underlies their increased growth rate and efficiency. Cisplatin causes damage to DNA by forming covalent bonds between the platinum ion and the N7 position of purine bases, which in turn forms a 1,2- or 1,3-intrastrand crosslink, rendering the DNA unable to be replicated or transcribed (Grossmann, Brown, and Moses 1999; Basu and Krishnamurthy 2010). The effects of cisplatin can be reversed through multiple DNA repair mechanisms, including nucleotide excision repair (NER), mismatch repair (MMR), and recombinational repair (RR) (He *et al*. 1996; Debrauwère *et al*. 2001; Goldfarb and Alani 2005; Rocha *et al*. 2018). Within these pathways, we observed several DEGs in the *sam2Δ/sam2Δ* mutant strain (Fig. 3b), including, NER: *RAD28* and *RAD23*, MMR: *MSH4*, and RR: *RAD50*, and *RAD51* (Fig. 3b). However, the mix of upregulation and downregulation of these genes makes it difficult to hypothesize an overall positive or negative impact; rather, we hypothesize that the growth changes we see in *sam2Δ/sam2Δ* cells are due to the changes in the import and efflux pathways. 

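Of the DNA repair genes named here, RAD50 and RAD28 were higher and RAD23 lower in sam2Δ/sam2Δ by both cutoffs with limma. RAD50 (chromosome XIV, 175410 to 179348) went from 189 ± 25.7 to 319 ± 76.1 (log2FC 0.74, SE 0.23, adjusted P = 0.275), RAD28 (chromosome IV, 501753 to 503273) from 282 ± 10.4 to 432 ± 77.3 (log2FC 0.60, SE 0.19, adjusted P = 0.282) and RAD23 (chromosome V, 81407 to 82603) from 1762 ± 443 to 1146 ± 158 (log2FC -0.60, SE 0.23, adjusted P = 0.339). MSH4 (chromosome VI, 134521 to 137157) rose from 108 ± 27.3 to 183 ± 69.2 (log2FC 0.71, SE 0.35, adjusted P = 0.437) and fell short by P. Each of the 3 that met the cutoffs fell short without some library: RAD50 without sam2Δ/sam2Δ replicate 3 (0.55) or wildtype replicate 3 (0.62), RAD28 without sam2Δ/sam2Δ replicate 1 (0.58) or 3 (0.48) or wildtype replicate 3 (0.58), and RAD23 without sam2Δ/sam2Δ replicate 1 (-0.49) or 2 (-0.63) or wildtype replicate 1 (-0.40). MSH4 met the cutoffs without wildtype replicate 1 (0.90) and without sam2Δ/sam2Δ replicate 2 (1.03). Over 7 DNA damage genes the median log2FC was 0.00 and the mean -0.12 (adjusted P = 0.50 by camera, downward), and in sam1Δ/sam1Δ the median was 0.10 (0.79).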

*QDR1* has a paralog, *AQR1*, which encodes a protein able to pump out cisplatin, and confer resistance to this drug (Kapetanakis *et al*. 2021). 

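In sam1Δ/sam1Δ the signal of AQR1 (chromosome XIV, 503724 to 505484) was 211, 118 and 77.2 in wildtype and 133, 373 and 391 in the mutant, so the groups overlap (log2FC 1.10, SE 0.54, adjusted P = 0.9997 with limma). It met both cutoffs without wildtype replicate 1 (1.49) and without sam1Δ/sam1Δ replicate 1 (1.61).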

The *sam1Δ*/sam1*Δ* mutant cells contain upregulated *AQR1*. We found no additional DEGS in the *sam1Δ*/sam1*Δ* mutant strains in any of these pathways.

#### C. Lack of *sam2* leads to altered growth in conditions impacting glutathione and ROS

The PM plates contain 6 different conditions that could impact ROS levels and/or the glutathione (GSH) biosynthesis pathway, used to respond to ROS (Supplementary Table 5). These conditions can be grouped into 2 categories: drugs that increase ROS levels or decrease the cells’ ability to respond to ROS (sodium selenite, methyl viologen, urea hydrogen peroxide, and thiourea), and drugs that decrease ROS levels or increase the cells’ ability to respond to ROS (sodium thiosulfate). Figure 4a–d shows the growth curves of the wildtype, *sam1Δ/sam1Δ*, and *sam2Δ*/sam2*Δ* strains in response to these compounds. Multiple concentrations were tested in different PM wells and data from a representative well are shown. In general, in the increased ROS/decreased ROS response conditions, the *sam1Δ/sam1Δ* mutant cells exhibit increased adaptation time and equivalent or slightly lowered growth rates and efficiencies compared to wildtype, whereas the *sam2Δ/sam2Δ* mutant cells exhibit either no growth at all (full sensitivity) or similar growth to wildtype (Fig. 4a–c). In the decreased ROS/increased ROS response condition of sodium thiosulfate (Fig. 4d), the *sam1Δ/sam1Δ* mutant cells exhibit increased adaptation time and decreased growth efficiency, while the *sam2Δ/sam2Δ* mutant cells exhibited increased growth rate and decreased adaptation time (Fig. 4d) (for all growth curves, see Supplementary Tables 6 and 7).

**Fig. 4.**
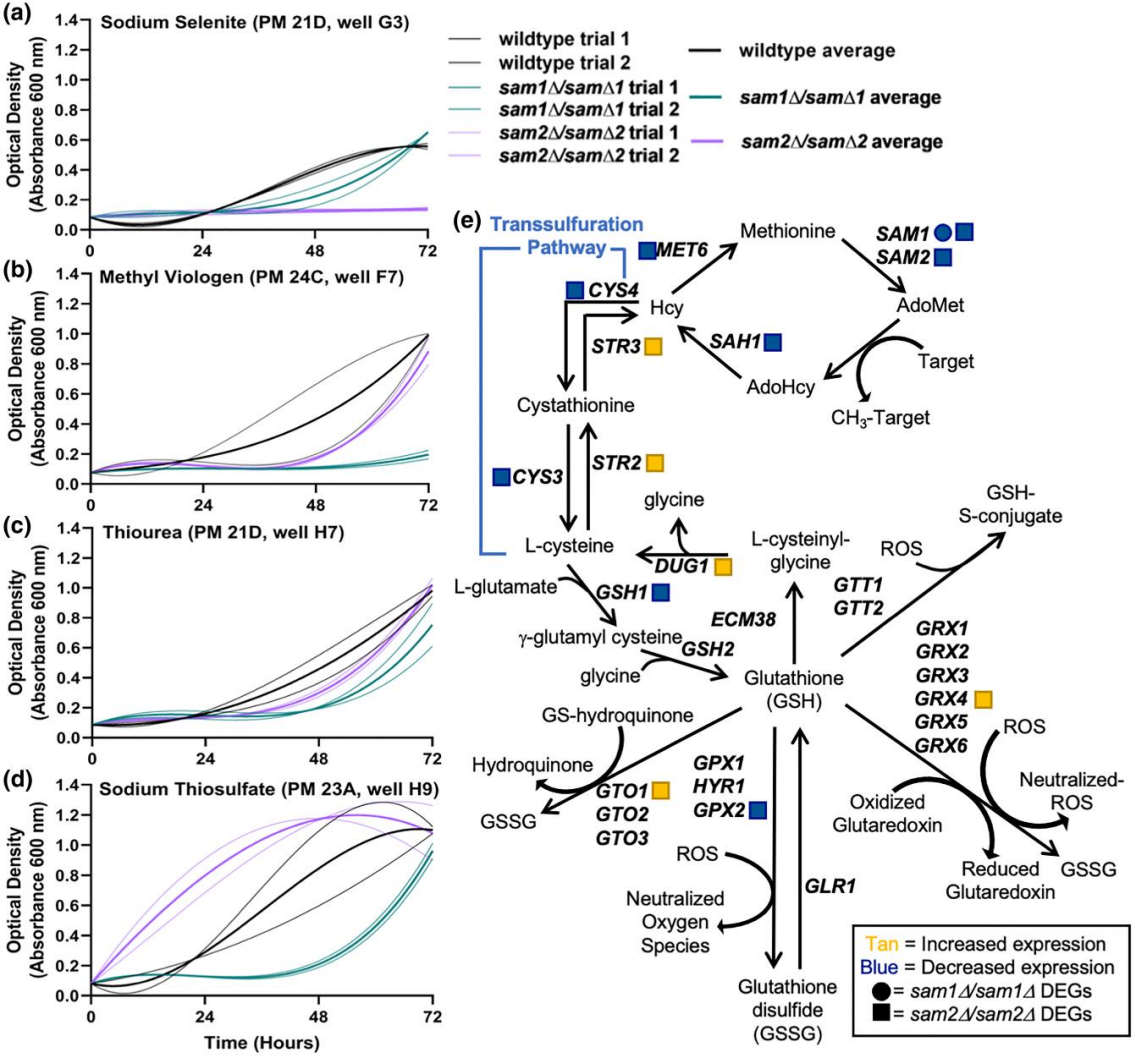
Growth curves of wildtype, *sam1Δ*/sam1*Δ*, and *sam2Δ*/sam2*Δ* cells in the presence of a) sodium selenite, b) methyl viologen, c) thiourea, and d) sodium thiosulfate, and the impacted e) glutathione biosynthesis pathway. Growth curves generated from timepoint data of the Phenotypic Microarray experiments. The independent trials for each strain are shown in a lighter weight line, while the average is shown in the same color in bold. Growth curves are shown for wildtype, *sam1Δ*/sam1*Δ*, and *sam2Δ*/sam2*Δ* cells in a) the second highest concentration of sodium selenite (PM21D, G3) (R-squared Goodness-of-fit values: wildtype trial 1 = 0.9803, wildtype trial 2 = 0.9657, wildtype average = 0.9728, *sam1Δ*/sam1*Δ* trial 1 = 0.9599, *sam1Δ*/sam1*Δ* trial 2 = 0.9955, *sam1Δ*/sam1*Δ* average = 0.9841, *sam2Δ*/sam2*Δ* no growth = NA), b) the second highest concentration of methyl viologen (PM24C, F7) (R-squared Goodness-of-fit values: wildtype trial 1 = 0.9982, wildtype trial 2 = 0.9762, wildtype average = 1.000, *sam1Δ*/sam1*Δ* trial 1 = 0.8583, *sam1Δ*/sam1*Δ* trial 2 = 0.9162, *sam1Δ*/sam1*Δ* average = 0.8940, *sam2Δ*/sam2*Δ* trial 1 = 0.9771, *sam2Δ*/sam2*Δ* trial 2 = 0.9793, *sam2Δ*/sam2*Δ* average = 0.9767), c) the second highest concentration of thiourea (PM21D, H7) (R-squared Goodness-of-fit values: wildtype trial 1 = 0.9977, wildtype trial 2 = 0.9982, wildtype average = 0.9986, *sam1Δ*/sam1*Δ* trial 1 = 0.9398, *sam1Δ*/sam1*Δ* trial 2 = 0.9793, *sam1Δ*/sam1*Δ* average = 0.9645, *sam2Δ*/sam2*Δ* trial 1 = 0.9948, *sam2Δ*/sam2*Δ* trial 2 = 0.9883, *sam2Δ*/sam2*Δ* average = 0.9923), and d) the second highest concentration of sodium thiosulfate (PM23A, H9) (R-squared Goodness-of-fit values: wildtype trial 1 = 0.9935, wildtype trial 2 = 0.9995, wildtype average = 0.9985, *sam1Δ*/sam1*Δ* trial 1 = 0.9843, *sam1Δ*/sam1*Δ* trial 2 = 0.9776, *sam1Δ*/sam1*Δ* average = 0.9812, *sam2Δ*/sam2*Δ* trial 1 = 0.9992, *sam2Δ*/sam2*Δ* trial 2 = 0.9414, *sam2Δ*/sam2*Δ* average = 0.9923). e) Production of glutathione in *S. cerevisiae* requires the 2 component amino acids L-cysteine and glycine. L-cysteine is synthesized from L-homocysteine (Hcy), an intermediate of the methyl cycle. Glutathione S-transferases are responsible for catalyzing the conjugation of toxic electrophiles to GSH in preparation for their removal from the cell. *sam2Δ*/sam2*Δ* DEGs are represented by tan (increased expression) and blue (decreased expression) squares. *sam1Δ*/sam1*Δ* DEGs are represented by tan (increased expression) and blue (decreased expression) circles.

Different ROS species have different levels of reactivity, but as a group they have been found to react with and damage most metabolites and macromolecules within the cell (Perrone, Tan, and Dawes 2008). Cells invest in the capacity to neutralize ROS, such as producing reduced GSH, however in the neutralization process, ROS oxidizes GSH to GSSG freezing its anti-oxidative properties (Pizzorno 2014). The GSH-synthesis pathway stems directly from the methyl cycle, where the *SAM1* and *SAM2* genes play essential roles (Fig. 7e) (Prudova *et al*. 2006). Sodium selenite and methyl viologen both increase ROS levels and decrease the cells’ ability to combat ROS, while thiourea only does the latter (Llobell, Fernandez, and López-Barea 1986; Ziegler-Skylakakis *et al*. 2003; Tarze *et al*. 2007; Krieger-Liszkay, Kós, and Hideg 2011; Henderson *et al*. 2014). Conversely, sodium thiosulfate decreases ROS by readily donating electrons to the radical ROS species (Bijarnia *et al*. 2015). In *sam2Δ/sam2Δ* mutant cells, we saw downregulation of *MET6*, *SAM1*, *SAH1*, *CYS3*, *CYS4*, *GSH1*, and *GPX2*, and upregulation of *STR3*, *STR2*, *GRX4*, *GTO1*, and *DUG1* [at cutoffs of *P* ≤ 0.05, −0.58 ≤ log2FC ≥ 0.58, (Supplementary Table 1)]. 

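Of the 12 genes named in this section, 7 met both cutoffs with limma in sam2Δ/sam2Δ, and all 12 passed the fold limit in the direction given. Of the lower genes, SAM1 went from 9253 ± 6868 to 3114 ± 606 (log2FC -1.34, SE 0.49, adjusted P = 0.322), SAH1 from 23952 ± 11442 to 11112 ± 3825 (log2FC -1.06, SE 0.43, adjusted P = 0.371) and CYS3 from 3454 ± 563 to 1443 ± 475 (log2FC -1.30, SE 0.28, adjusted P = 0.222). Further, CYS4 went from 11648 ± 3889 to 5849.6 ± 1365 (log2FC -0.97, SE 0.32, adjusted P = 0.290) and GSH1 from 2421 ± 258 to 1222 ± 112 (log2FC -0.98, SE 0.17, adjusted P = 0.214). Of the higher genes, STR2 went from 1572 ± 508 to 3672 ± 1879 (log2FC 1.16, SE 0.40, adjusted P = 0.303) and GRX4 from 391 ± 98.6 to 987 ± 555 (log2FC 1.23, SE 0.40, adjusted P = 0.283). With log2FC and adjusted P given, MET6 (-0.79, 0.434), GPX2 (-0.77, 0.594), STR3 (0.62, 0.451), GTO1 (0.92, 0.468) and DUG1 (0.95, 0.503) fell short by P. Adjusted over the 12 genes alone, CYS3 and GSH1 passed 0.05. Their calls held without each library in turn. SAM1 fell short without sam2Δ/sam2Δ replicate 1 (-1.17), 2 (-1.44) or 3 (-1.42) and was at -0.78 without wildtype replicate 1. SAH1 fell short without wildtype replicate 1 (-0.70) or 3 (-1.12) and without sam2Δ/sam2Δ replicate 1 (-0.83) or 3 (-1.02), CYS4 without sam2Δ/sam2Δ replicate 1 (-0.76), and STR2 without wildtype replicate 1 (0.93) or 3 (1.15) or sam2Δ/sam2Δ replicate 1 (0.77). GRX4 was at 0.80 without sam2Δ/sam2Δ replicate 1. Without wildtype replicate 2, STR3 (0.83) and GTO1 (1.36) met the cutoffs. The groups of SAH1 overlap. The 23 tested genes of sulfate assimilation and methionine had a median of -0.49, and 5 were higher (adjusted P = 0.015 by camera and 0.54 by fry). The camera test was lost without wildtype replicate 2, at -0.18.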

We did not observe any DEGs in this pathway in the *sam1Δ/sam1Δ* mutant cells beyond *SAM1* itself. 

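The 11 glutathione genes of the text other than SAM1 had log2FC of -0.19 to 0.14 in sam1Δ/sam1Δ, none met the cutoffs with limma, and the lowest adjusted P was 0.9997. The median of the sulfate assimilation and methionine genes was 0.09 in sam1Δ/sam1Δ (adjusted P = 0.34 by camera). That list passed 0.05 without wildtype replicate 2 (0.23) and without sam1Δ/sam1Δ replicate 2 (0.15) or 3 (0.13).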

Reduced expression of *CYS4*, *CYS3*, and *GSH1* and increased expression of *STR3* and *STR2* in *sam2Δ/sam2Δ* cells (Fig. 4e), points to production of less glutathione overall, such that when the cells are introduced to sodium selenite, methyl viologen, or thiourea, they are more sensitive to the harmful effects due to a reduction of this neutralization mechanism. Sodium thiosulfate donates electrons to radical ROS species, therefore neutralizing them. In this condition, the *sam2Δ/sam2Δ* mutant cells exhibited an increased growth efficiency. This may be explained by an increased expression of *GRX4*, which is responsible for eliminating ROS species by coupling its reduction with the oxidation of GSH to GSSG along with the reduction of a glutaredoxin (Fig. 4e). The *sam2Δ/sam2Δ* mutant cells also express upregulated *GTO1*, part of the family of Gto proteins (composed of Gto1, Gto2, and Gto3), which is a GSH transferase, also responsible for neutralizing ROS species, specifically those that are classified as GS-hydroquinones (Garcerá *et al*. 2006; Belchik and Xun 2011). Therefore, whereas in conditions of increased ROS where these mutants do not appear to generate sufficient glutathione to survive as well as wildtype cells, in this condition where ROS are minimized, the *sam2Δ/sam2Δ* cells appear to be able to combat this reduced load more efficiently through their excess of Grx4 and Gto1. Contrastingly, *sam1Δ/sam1Δ* mutant cells show reduced growth in both sets of conditions, without any pathway DEGs (Fig. 4e), indicating other mechanisms at play in this strain, and that this pathway is not increased in efficiency due to increased AdoMet.

#### D. Lack of *sam2* confers resistance to arginine biosynthesis inhibitors

We identified 4 different conditions in the PM plates with impacts on arginine biosynthesis and metabolism (Supplementary Table 5), including L-glutamic acid γ-monohydroxamate (Glu-HXM), arginine hydroxamate, ammonium sulfate, and urea 2–7%, and saw altered growth in all (Fig. 5a–d). Multiple concentrations were tested in different PM wells and data from a representative well are shown for wildtype, *sam1Δ/sam1Δ*, and *sam2Δ*/sam2*Δ* strains. In Glu-HXM, arginine hydroxamate, and ammonium sulfate, the *sam1Δ*/sam1*Δ* mutant cells exhibited a decreased growth rate, and had an overall lower growth efficiency, whereas the *sam2Δ*/sam2*Δ* mutant cells had an increased growth rate and increased efficiency (Fig. 5a–d). In 5% urea, the wildtype and *sam1Δ*/sam1*Δ* mutant cells exhibited no significant growth, whereas the *sam2Δ*/sam2*Δ* mutant cells began rapid growth after 48 h (Fig. 5d) (for all growth curves, see Supplementary Tables 6 and 7).

**Fig. 5.**
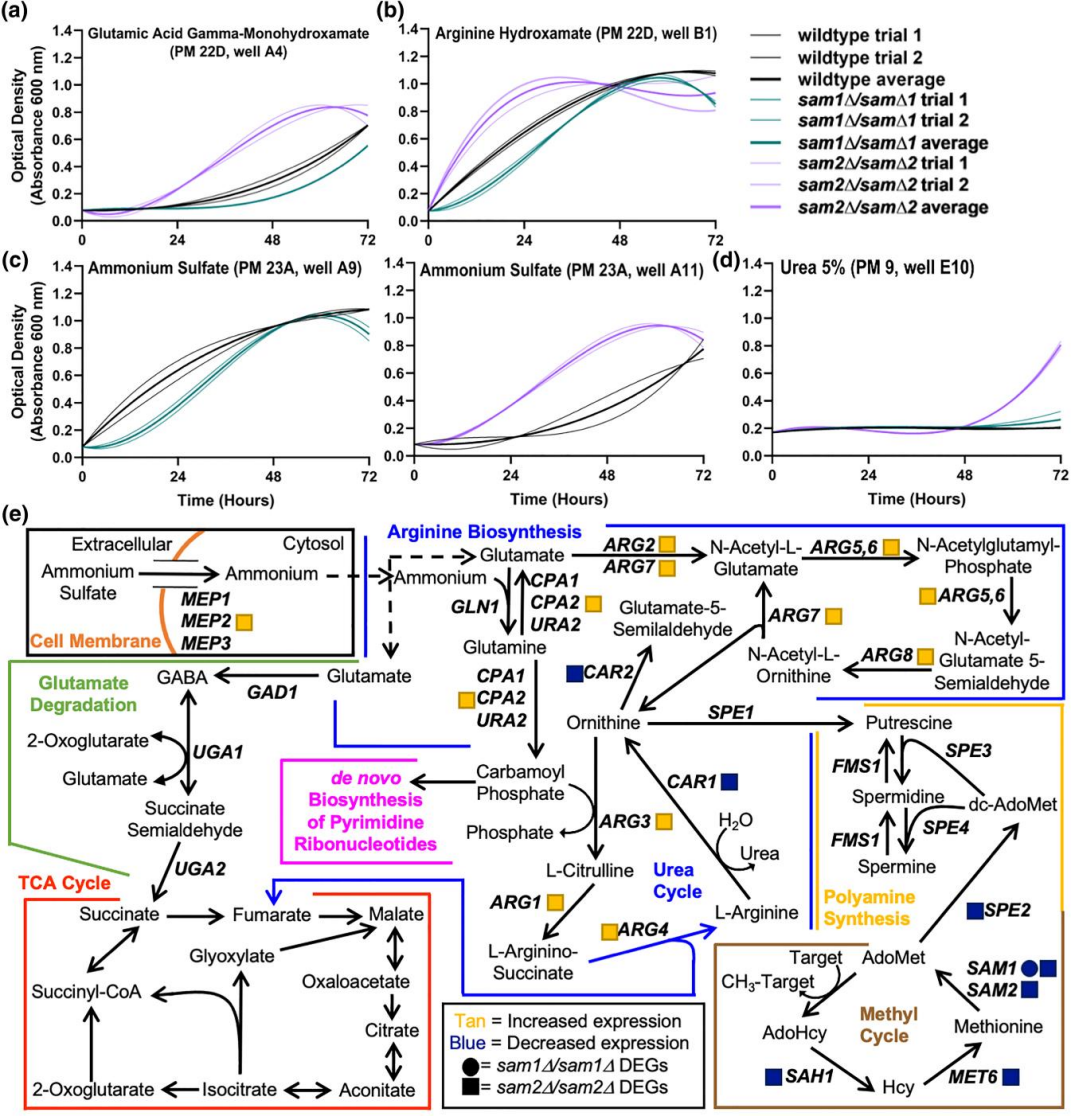
Growth curves of wildtype, *sam1Δ*/sam1*Δ*, and *sam2Δ*/sam2*Δ* cells in the presence of a) L-glutamic acid gamma-monohydroxamate, b) arginine hydroxamate, c) ammonium sulfate, and d) urea 5%, and the effected e) pathways of arginine biosynthesis. Growth curves generated from timepoint data of the Phenotypic Microarray experiments. The independent trials for each strain are shown in a lighter weight line, while the average is shown in the same color in bold. Growth curves are shown for wildtype, *sam1Δ*/sam1*Δ*, and *sam2Δ*/sam2*Δ* cells in a) the highest concentration of L-glutamic acid gamma-monohydroxamate (PM22D, A4) (R-squared Goodness-of-fit values: wildtype trial 1 = 0.9971, wildtype trial 2 = 0.9929, wildtype average = 0.9968, *sam1Δ*/sam1*Δ* trial 1 = 0.9752, *sam1Δ*/sam1*Δ* trial 2 = 0.9740, *sam1Δ*/sam1*Δ* average = 0.9746, *sam2Δ*/sam2*Δ* trial 1 = 0.9976, *sam2Δ*/sam2*Δ* trial 2 = 0.9790, *sam2Δ*/sam2*Δ* average = 0.9907), b) the lowest concentration of arginine hydroxamate (PM22D, B1) (R-squared Goodness-of-fit values: wildtype trial 1 = 0.9973, wildtype trial 2 = 0.9998, wildtype average = 0.9988, *sam1Δ*/sam1*Δ* trial 1 = 0.9852, *sam1Δ*/sam1*Δ* trial 2 = 0.9629, *sam1Δ*/sam1*Δ* average = 0.9744, *sam2Δ*/sam2*Δ* trial 1 = 0.9976, *sam2Δ*/sam2*Δ* trial 2 = 0.9645, *sam2Δ*/sam2*Δ* average = 0.9983), c) the lowest concentration of ammonium sulfate (PM23A, A9) for *sam1Δ*/sam1*Δ* cells (R-squared Goodness-of-fit values: wildtype trial 1 = 0.9916, wildtype trial 2 = 0.9963, wildtype average = 0.9933, *sam1Δ*/sam1*Δ* trial 1 = 0.9936, *sam1Δ*/sam1*Δ* trial 2 = 0.9803, *sam1Δ*/sam1*Δ* average = 0.9894), and the second highest concentration (PM23A, A11) for *sam2Δ*/sam2*Δ* cells (R-squared Goodness-of-fit values: wildtype trial 1 = 0.9888, wildtype trial 2 = 0.9854, wildtype average = 0.9729, *sam2Δ*/sam2*Δ* trial 1 = 0.9980, *sam2Δ*/sam2*Δ* trial 2 = 0.9729, *sam2Δ*/sam2*Δ* average = 0.9977) and d) in 5% urea (PM9, E10) (R-squared Goodness-of-fit values: wildtype no growth = NA, *sam1Δ*/sam1*Δ* trial 1 = 0.9478, *sam1Δ*/sam1*Δ* trial 2 = 0.8779, *sam1Δ*/sam1*Δ* average = 0.9107, *sam2Δ*/sam2*Δ* trial 1 = 0.9018 *sam2Δ*/sam2*Δ* trial 2 = 0.9033, *sam2Δ*/sam2*Δ* average = 0.9025). e) Production of arginine in *S. cerevisiae* begins with synthesis of ornithine from glutamate, followed by conversion to arginine in the urea cycle. In the process, several other substrates are formed that can be used in other biochemical pathways, such as the TCA cycle, polyamine synthesis, and de novo biosynthesis of pyrimidine ribonucleotides. The gene names that encode the proteins involved in the pathway are given by their standard names. *sam2Δ*/sam2*Δ* DEGs are represented by tan (increased expression) and blue (decreased expression) squares. *sam1Δ*/sam1*Δ* DEGs are represented by tan (increased expression) and blue (decreased expression) circles.

Glu-HXM, a toxic analog of glutamic acid, and arginine hydroxamate, a toxic analog of arginine, are inhibitors of arginine metabolism, while ammonium sulfate and urea are nitrogen sources that are component parts of the pathway (Fig. 5e) (Kisumi *et al*. 1971; Vila *et al*. 1990; Godard *et al*. 2007; Cueto-Rojas *et al*. 2017; Prins and Billerbeck 2021). Arginine metabolism is crucial for cell growth, stress response, metabolic regulation, nitrogen source supplementation, and polyamine synthesis (Takagi 2019). *MEP2*, *CPA2*, *ARG2*, *ARG7*, *ARG5,6*, *ARG8*, *ARG3*, *ARG1*, *ARG4*, and *CAR1* involved in arginine metabolism, and *MET6*, *SAH1*, *SAM1*, *SAM2*, and *SPE2* involved in the methyl cycle and polyamine synthesis are found as DEGs in *sam2Δ/sam2Δ* cells [at cutoffs of *P* ≤ 0.05, −0.58 ≤ log2FC ≥ 0.58, (Supplementary Table 1)]. 

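SAM2 and SAM1 met both cutoffs with limma in sam2Δ/sam2Δ, and SPE2 met neither (-0.57, adjusted P = 0.380). Of the biosynthetic genes that met them, ARG3 (chromosome X, 268799 to 269815) went from 834 ± 459 to 4081 ± 1376 (log2FC 2.36, SE 0.43, adjusted P = 0.214) and ARG1 (chromosome XV, 219211 to 220473) from 12938 ± 1899 to 32503 ± 14265 (log2FC 1.25, SE 0.38, adjusted P = 0.266). Further, ARG7 (chromosome XIII, 395054 to 396379) went from 3418 ± 1152 to 10286 ± 5041 (log2FC 1.54, SE 0.41, adjusted P = 0.247) and ARG8 (chromosome XV, 58759 to 60030) from 1059 ± 149 to 2141 ± 305 (log2FC 1.02, SE 0.19, adjusted P = 0.222), and ARG5,6, which shares its locus with 1 other gene, was higher as well (log2FC 1.26, SE 0.35, adjusted P = 0.253). ARG2 (0.62, adjusted P = 0.383) and ARG4 (0.98, 0.450) fell short by P, as did MEP2, which went from 2542 ± 3259 to 6447 ± 4986 (log2FC 1.93, SE 0.96, adjusted P = 0.444). The call of ARG1 was lost without wildtype replicate 3 (1.13). ARG2 met the cutoffs without wildtype replicate 2 (0.76) or sam2Δ/sam2Δ replicate 2 (0.78), SPE2 without wildtype replicate 2 (-0.70) and MEP2 without wildtype replicate 1 (3.02). The arginine biosynthesis list had a median of 1.25 in sam2Δ/sam2Δ. Its adjusted P was 2.9e-07 by camera at the preset correlation and 0.14 by fry. With an estimated correlation of 0.48 between genes, camera gave 0.49. The median was 0.92 to 1.36 when 1 library was left out. In sam1Δ/sam1Δ the median of the list was -0.03 (0.34 by camera at the preset correlation). Without sam1Δ/sam1Δ replicate 1 it was -0.33, past 0.05 by that test.

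**Figure D2:**
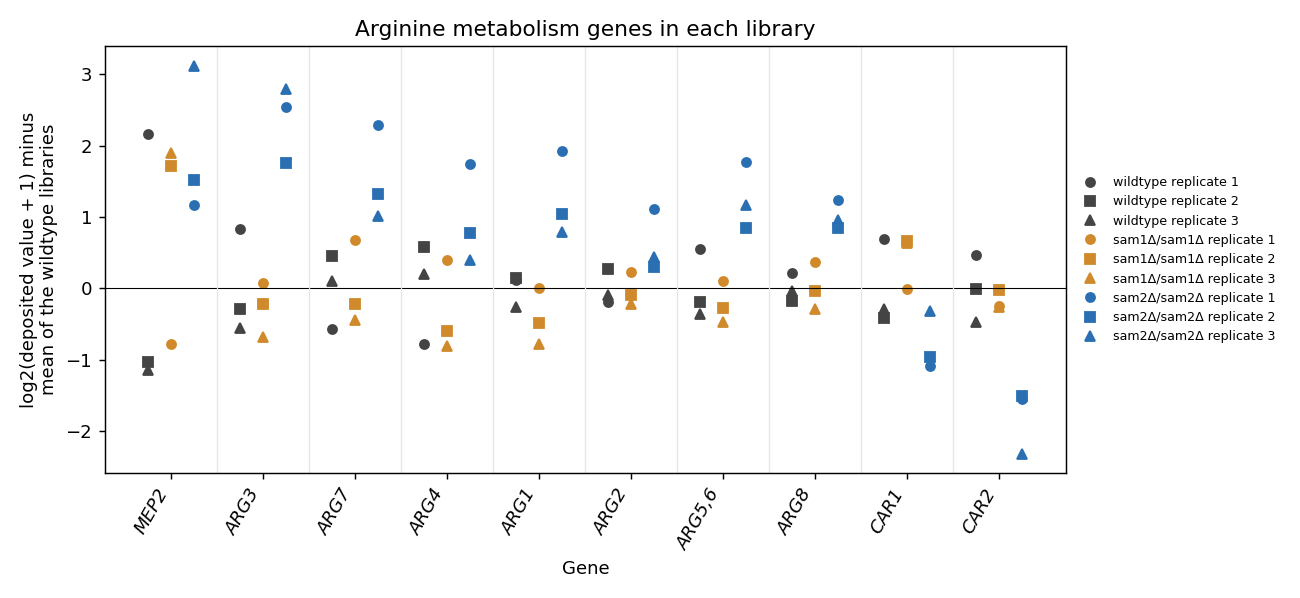
Arginine genes in each library. Log2 of the signal plus 1 in each library, minus the mean of the 3 wildtype libraries, for wildtype (black), sam1Δ/sam1Δ (orange) and sam2Δ/sam2Δ (blue). Circles, squares and triangles are replicates 1, 2 and 3.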

Notably, almost every gene in the arginine biosynthesis pathway is upregulated. Arginine hydroxamate inhibits arginine biosynthesis, but it has been found that increased concentrations of ornithine and citrulline, produced within the urea cycle, are able to reverse the inhibitory effect (Fig. 5e) (Kisumi *et al*. 1971). We hypothesize that the upregulation of *ARG3* and *ARG7* produces more ornithine and citrulline available to combat the inhibitory effect of arginine hydroxamate, and the upregulation of *ARG4* would produce more arginine to serve as a direct competitor of the toxic analog, allowing the *sam2Δ/sam2Δ* cells to grow better in this condition. Ammonium sulfate is taken up by *S. cerevisiae* as ammonium cations through membrane permeases encoded by genes *MEP1*, *MEP2*, and *MEP3* (Marini *et al*. 1997). Upregulation of *MEP2* allows for increased ammonium uptake for use as a substrate for the synthesis of glutamine from glutamate (Fig. 5e), which can further lead into increased arginine metabolism, TCA cycle and ATP production, and polyamine synthesis due to the upregulation of genes throughout the arginine biosynthesis pathway, together contributing to the increased growth of the *sam2Δ/sam2Δ* cells. As a toxic analog of glutamine, Glu-HXM impacts this pathway (Fig. 5e), but additional studies in *Escherichia coli*, mice, and human cells lines have reported the conversion of Glu-HXM to hydroxylamine (HA) as an active form (Vila *et al*. 1990; Thomasset *et al*. 1992; Boehlein, Schuster, and Richards 1996; Katoh, Hiratake, and Oda 1998). This conversion in *S. cerevisiae* could contribute to the observed increased growth rate and decreased adaptation time as we see direct resistance to HA in our *sam2Δ*/sam2*Δ* cells and the proposed mechanism is discussed at the end of section E below. Urea is a byproduct of conversion of arginine to ornithine by Car1 (Fig. 5e), and is commonly used as a nitrogen source, but in higher concentrations, it can react with ethanol to form ethyl carbamate, a toxic compound that can induce genotoxicity (Monteiro, Trousdale, and Bisson 1989; Hübner *et al*. 1997; Godard *et al*. 2007). 

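Signal of the catabolic genes CAR1 (chromosome XVI, 339944 to 340945) and CAR2 (chromosome XII, 1012459 to 1013775) was lower in sam2Δ/sam2Δ. CAR2 met both cutoffs with limma (1209.5 ± 388 against 348 ± 98.6, log2FC -1.79, SE 0.32, adjusted P = 0.214), with log2FC of -2.02 to -1.53 when 1 library was left out, and its locus holds 1 other gene. CAR1 fell short by P (1822 ± 821 against 1023 ± 309, log2FC -0.78, SE 0.35, adjusted P = 0.409). It met the cutoffs without wildtype replicate 2 (-0.99) or sam2Δ/sam2Δ replicate 3 (-1.02) and was at -0.44 without wildtype replicate 1.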

*CAR1* and *CAR2* are both involved in arginine degradation and downregulated in *sam2Δ/sam2Δ* cells, which may result in lowered initial concentrations of urea, such that when these cells are exposed to excess urea, they have reduced ethyl carbamate production and survive better than wildtype (Fig. 5e).

#### E. Lack of *sam2* confers resistance to DNA synthesis inhibitors

The PM plates contain 7 conditions that could impact DNA synthesis or the folate cycle (Supplementary Table 5), including 5-fluorodeoxyuridine (5-FDU), hydroxylamine (HA), hydroxyurea, 5-fluorocytosine (5-FC), azaserine, 5-fluorouracil, and 6-azauracil (6AU). We observed phenotypic growth differences in our *sam2Δ*/sam2*Δ* strain in 4 of these conditions, 5-FDU, HA, 5-FC, and 6AU. The broad mechanism of action of these drugs is as DNA synthesis inhibitors. Figure 6a–d shows growth curves of the wildtype, *sam1Δ/sam1Δ*, and *sam2Δ*/sam2*Δ* strains; multiple concentrations were tested in different PM wells and data from a representative well are shown. In 5-FDU and 6AU, *sam2Δ*/sam2*Δ* mutant cells exhibited decreased adaptation time and increased growth rate and efficiency (Fig. 6a–c). In 5-FC, the *sam2Δ*/sam2*Δ* mutant cells exhibited increased growth rate, but without a change in adaptation time or growth efficiency (Fig. 6b). In HA, the *sam1Δ*/sam1*Δ* mutant cells exhibited decreased growth rate, whereas the *sam2Δ*/sam2*Δ* mutant cells exhibited a decrease in adaptation time, but otherwise similar growth compared to wildtype (Fig. 6d) (for all growth curves, see Supplementary Tables 6 and 7).

**Fig. 6.**
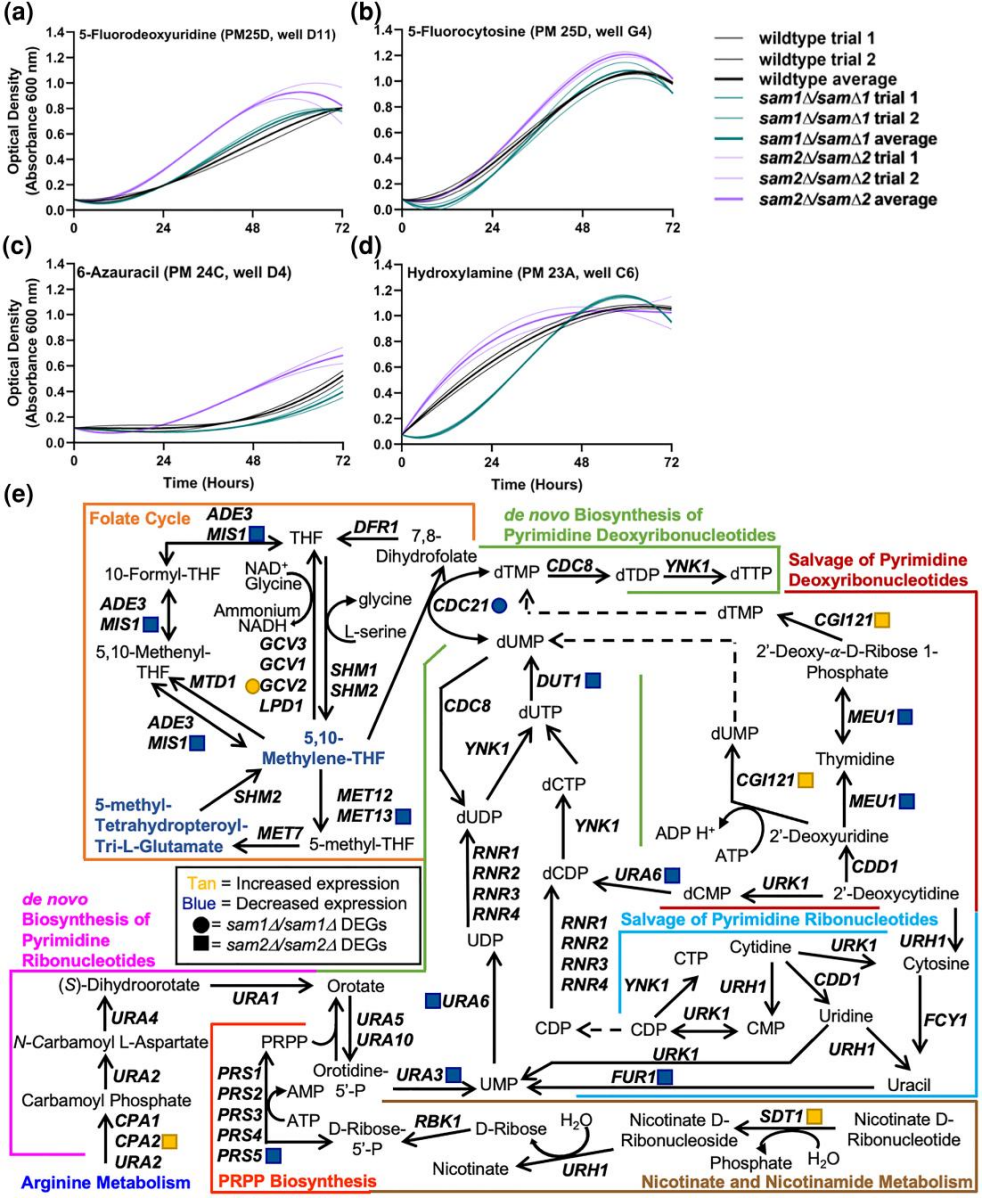
Growth curves of wildtype, *sam1Δ*/sam1*Δ*, and *sam2Δ*/sam2*Δ* cells in the presence of a) 5-fluorodeoxyuridine, b) 5-fluorocytosine, c) 6-azauracil, and d) hydroxylamine, and e) the interconnection between the folate cycle, de novo biosynthesis of pyrimidine nucleotide pathways, salvage pathway of pyrimidine nucleotides, phosphoribosyl diphosphate (PRPP) biosynthesis, and nicotinate and nicotinamide metabolism. Growth curves generated from timepoint data of the Phenotypic Microarray experiments. The independent trials for each strain are shown in a lighter weight line, while the average is shown in the same color in bold. Growth curves are shown for wildtype, *sam1Δ*/sam1*Δ*, and *sam2Δ*/sam2*Δ* cells in a) the second highest concentration of 5-fluorodeoxyuridine (PM25D, D11) (R-squared Goodness-of-fit values: wildtype trial 1 = 0.9950, wildtype trial 2 = 0.9993, wildtype average = 0.9975, *sam1Δ*/sam1*Δ* trial 1 = 0.9910, *sam1Δ*/sam1*Δ* trial 2 = 0.9943, *sam1Δ*/sam1*Δ* average = 0.9927, *sam2Δ*/sam2*Δ* trial 1 = 0.9977, *sam2Δ*/sam2*Δ* trial 2 = 0.9553, *sam2Δ*/sam2*Δ* average = 0.9883), b) in the highest concentration of 5-fluorocytosine (PM25D, G4) (R-squared Goodness-of-fit values: wildtype trial 1 = 0.9966, wildtype trial 2 = 0.9951, wildtype average = 0.9959, *sam1Δ*/sam1*Δ* trial 1 = 0.9814, *sam1Δ*/sam1*Δ* trial 2 = 0.9911, *sam1Δ*/sam1*Δ* average = 0.9882, *sam2Δ*/sam2*Δ* trial 1 = 0.9856, *sam2Δ*/sam2*Δ* trial 2 = 0.9906, *sam2Δ*/sam2*Δ* average = 0.9884), c) in the highest concentration of 6-azauracil (PM24C, D4) (R-squared Goodness-of-fit values: wildtype trial 1 = 0.9594, wildtype trial 2 = 0.9361, wildtype average = 0.9522, *sam1Δ*/sam1*Δ* trial 1 = 0.9080, *sam1Δ*/sam1*Δ* trial 2 = 0.8663, *sam1Δ*/sam1*Δ* average = 0.8897, *sam2Δ*/sam2*Δ* trial 1 = 0.9840, *sam2Δ*/sam2*Δ* trial 2 = 0.9768, *sam2Δ*/sam2*Δ* average = 0.9811), and d) in the third highest concentration of hydroxylamine (PM23A, C6) (R-squared Goodness-of-fit values: wildtype trial 1 = 0.9995, wildtype trial 2 = 0.9987, wildtype average = 0.9991, *sam1Δ*/sam1*Δ* trial 1 = 0.9833, *sam1Δ*/sam1*Δ* trial 2 = 0.9878, *sam1Δ*/sam1*Δ* average = 0.9858, *sam2Δ*/sam2*Δ* trial 1 = 0.9843, *sam2Δ*/sam2*Δ* trial 2 = 0.9740, *sam2Δ*/sam2*Δ* average = 0.9999). e) dNTP pools are maintained through several pathways, including the de novo and salvage pathways of pyrimidines, PRPP biosynthesis, nicotinate and nicotinamide metabolism, and the folate cycle. The gene names that encode the enzymes that function in compound conversion in the pathway are given by their standard names. *sam2Δ*/sam2*Δ* DEGs are represented by tan (increased expression) and blue (decreased expression) squares. *sam1Δ*/sam1*Δ* DEGs are represented by tan (increased expression) and blue (decreased expression) circles. The conversion of dCTP to dUTP is catalyzed by a dCTP deaminase, though the gene encoding this enzyme has not been identified and thus is not labeled in the figure. Through research on homologous genes, we believe that the dCTP deaminase in *S. cerevisiae* could be *DCD1* (Wang and Weiss 1992; Johansson *et al*. 2005), though not confirmed, and not a DEG, and thus not included.

5-Fluorodeoxyuridine, 5-fluorocytosine, 6-azauracil, and hydroxylamine all inhibit DNA synthesis through altering deoxyribonucleoside triphosphate (dNTP) levels, and can therefore impact genome stability (Subramaniam *et al*. 2019). dNTP pools are controlled by 2 major pathways: the de novo biosynthesis pathway and the salvage pathway (Fig. 6e) (Gots 1971). 5-FDU and 5-FC inhibit thymidylate synthase (TS, referred to as TS/Cdc21 moving forward) (Fig. 6e), resulting in depletion of deoxythymidine triphosphate (dTTP) which can inhibit DNA synthesis, imbalance pyrimidine nucleotides, and lead to ineffective DNA repair pathways (Ahmad, Kirk, and Eisenstark 1998). 

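In sam2Δ/sam2Δ, CGI121 (chromosome XIII, 205642 to 206293) rose from 227 ± 49.5 to 394 ± 24.9 (log2FC 0.82, SE 0.21, adjusted P = 0.244), which meets both cutoffs with limma, and its log2FC was 0.64 to 0.96 with 1 library left out. MEU1 (chromosome XII, 177608 to 178621) fell from 1542 ± 790.3 to 854 ± 237 (log2FC -0.78, SE 0.38, adjusted P = 0.439) but fell short by P, and it met the cutoffs without wildtype replicate 2 (-1.02).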

In *sam2Δ*/sam2*Δ* mutant strains, DEGs *CGI121* and *MEU1* in the pyrimidine dNTP salvage pathway would enable the cell to direct 2′-deoxyuridine toward conversion to dUMP, and 2′-deoxy-alpha-D-ribose 1-phosphate toward conversion to dTMP (Fig. 6e), increasing these dTTP precursors to counteract depletion and account for *sam2Δ*/sam2*Δ* resistance. For its effects, 5-FC is first converted into toxic 5-fluorouracil (5-FU) by cytosine deaminase, Fcy1, then 5-FU is converted by uracil phosphoribosyl transferase, Fur1p, to toxic 5-fluorodeoxyuridine 5′-monophosphate (5FdUMP) and 5-fluorouridine 5′-monophosphate (5FUMP). *sam2Δ*/sam2*Δ* cells additionally exhibited decreased expression of *FUR1*, and various mutations in *FUR1* have previously been shown to confer resistance to 5-FC (Jund and Lacroute 1970; Erbs *et al*. 2000). 

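Signal of FUR1 (chromosome VIII, 362115 to 362765) was 1169, 579 and 734 in wildtype and 373, 656 and 573 in sam2Δ/sam2Δ (log2FC -0.61, SE 0.33, adjusted P = 0.471 with limma), so the groups overlap and the gene did not meet both cutoffs. Without wildtype replicate 2 it did, at -0.83.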

Another portion of the observed resistance could come from increased expression of *CPA2* (Fig. 5e), which has previously been linked to resistance to 5-FU (along with overexpression of *CPA1*) (Carlsson *et al*. 2013).

The uracil analog, 6-azauracil (6AU) also inhibits DNA synthesis, depleting intracellular GTP and UTP concentrations through inhibition of IMP dehydrogenase, Imd2, and orotidylate carboxylase, Ura3, respectively (Fig. 6e) (Bono, Weissman, and Frei 1964). Disruption of *URA3* has been shown to significantly reduce cellular nucleotide levels and inhibit cellular growth (Jones 1992; Zhou *et al*. 2015). 

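URA3, URA6 and DUT1 were lower in sam2Δ/sam2Δ by both cutoffs with limma. URA3 (chromosome V, 116167 to 116970) went from 13051 ± 2149 to 6481 ± 484 (log2FC -0.998, SE 0.24, adjusted P = 0.224), URA6 (chromosome XI, 392526 to 393140) from 1679 ± 336 to 1073 ± 233 (log2FC -0.65, SE 0.23, adjusted P = 0.318) and DUT1 (chromosome II, 722611 to 723054) from 300.2 ± 19.0 to 173 ± 56.0 (log2FC -0.84, SE 0.25, adjusted P = 0.266). The calls of URA3 and DUT1 held without each library in turn, and that of URA6 was lost without wildtype replicate 1 (-0.49) or 3 (-0.69) and without sam2Δ/sam2Δ replicate 1 (-0.51) or 3 (-0.63). URA3 is also a marker of the parent strains. The paper lists them as ura3 mutants with ura3::TRP1 on a chromosome fragment, so URA3 signal need not come from a working gene. TRP1 was lower in sam2Δ/sam2Δ as well (-1.21), and the number of fragment copies was not tested.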

Interestingly, in *sam2Δ*/sam2*Δ* cells, there was a significant downregulation of *URA3*, and subsequent genes *URA6* and *DUT1*. Additional research suggests, however, that sensitivity/resistance to 6AU may be more greatly impacted by expression of pyrimidine nucleotidase, an enzyme encoded by *SDT1* (Nakanishi and Sekimizu 2002; Riles *et al*. 2004). 6AU is phosphorylated to its toxic form 6-AzUMP, responsible for competitive inhibition of Ura3 (Fallon *et al*. 1961; Bono, Weissman, and Frei 1964). Sdt1 inactivates 6-AzUMP through dephosphorylation and prevents Ura3 inhibition, ultimately rendering 6AU inert. *SDT1* is overexpressed in *sam2Δ*/sam2*Δ* mutant cells, likely accounting for 6AU resistance and acting upstream of any impacts on Ura3. 

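SDT1 (chromosome VII, 78015 to 78857) rose from 493 ± 156 in wildtype to 1240 ± 480 in sam2Δ/sam2Δ (log2FC 1.30, SE 0.37, adjusted P = 0.253 with limma), and its log2FC was 1.03 to 1.63 with 1 library left out.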

As well, it is likely that Sdt1 contributes to the hyposensitivity to 5-FC because of its ability to target UMP and its toxic derivatives, 5FUMP, rendering it inert (Nakanishi and Sekimizu 2002).

Research from the 1970s found that HA reacts with the formyl group in 5-formyltetrahyrofolate, and likely other folates, in *S. cerevisiae* (Reeves, Kavanagh, and Whittaker 1992). This reaction forms formoxime, which was shown as an inhibitor of thymidylate synthetase in *E. coli* (Klein *et al*. 1970). In another bacterium, *Mycobacterium bovis*, HA has been shown to target the RNR complex when methylated (Klein *et al*. 1970; Julián *et al*. 2015). While not tested in *S. cerevisiae*, if HA impacts TS/Cdc21, as it does in *E. coli*, the same mechanisms discussed for resistance to 5-FDU and 5-FC likely account for HA resistance. Further, the decreased amount of AdoMet in these cells could limit methylation of HA, if this is a needed step for inhibition of the RNR complex as was seen in *M. bovis*. Conversely, HA was the only one of these conditions where we saw a significant difference in the growth pattern of our *sam1Δ*/sam1*Δ* cells, which could be linked to their increased AdoMet levels. The decreased growth could be due to downregulated *CDC21* expression, which encodes thymidylate synthase, in combination with increased AdoMet/methylation for RNR complex inhibition (Fig. 6e). 

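In sam1Δ/sam1Δ the signal of CDC21 (chromosome XV, 466675 to 467623, with 1 other gene at its locus) was 181, 692 and 647 in wildtype and 355, 300 and 291 in the mutant, so wildtype replicate 1 was the lowest of the 6 (log2FC -0.46, SE 0.52, adjusted P = 0.9997 with limma). Without that library the log2FC was -1.09, which meets both cutoffs.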

The lack of sensitivity to 5-FDU or 5-FC points to the *CDC21* downregulation not being significant enough on its own.

#### F. Lack of *sam2* confers resistance to tamoxifen

The PM plates contain tamoxifen, another known chemotherapeutic. We observed phenotypic growth differences in both of our mutant strains in this condition. Figure 7a shows the growth curves of the wildtype, *sam1Δ/sam1Δ*, and *sam2Δ*/sam2*Δ* strains in response to tamoxifen. *sam2Δ*/sam2*Δ* mutant cells showed an increased growth rate (Fig. 7a), while *sam1Δ*/sam1*Δ* cells showed a slower growth rate initially but caught up to wildtype midway through the experiment (Fig. 7a) (for all growth curves, see Supplementary Tables 6 and 7).

**Fig. 7.**
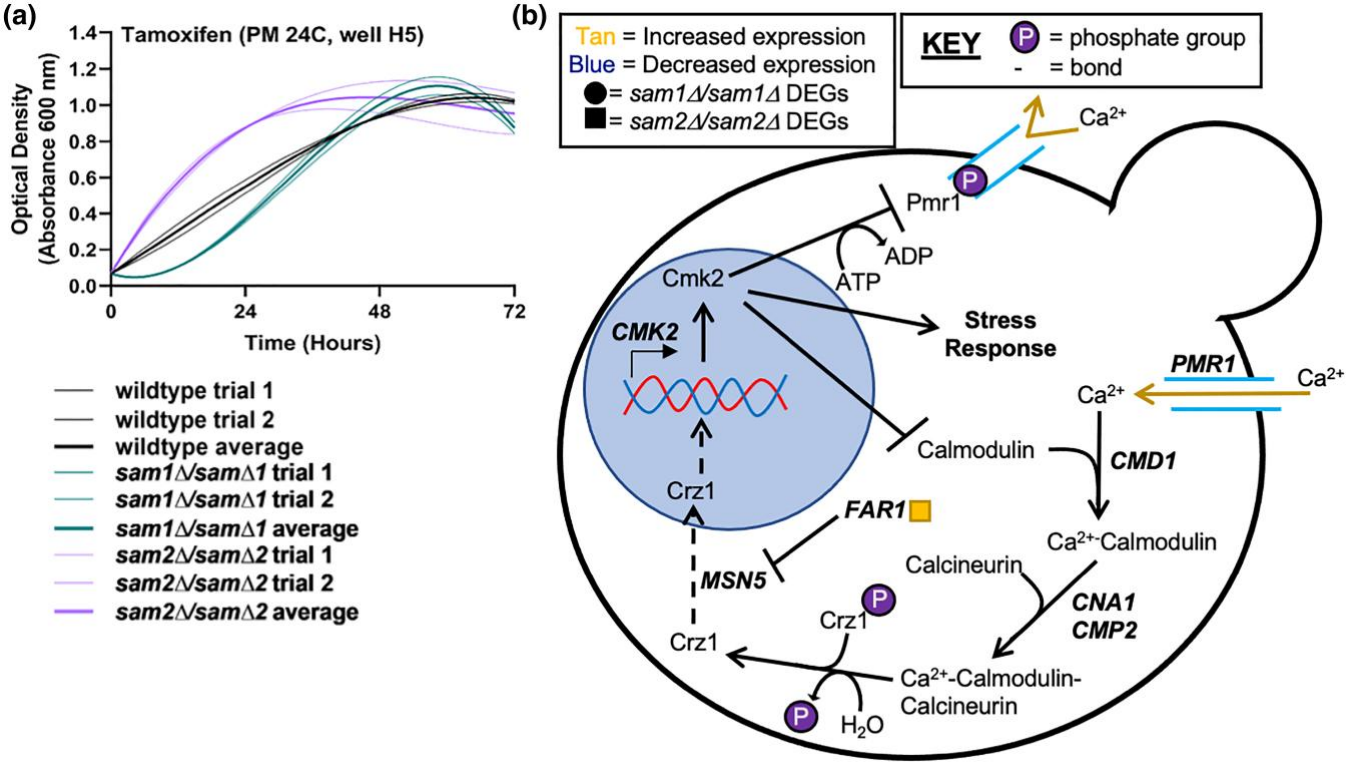
a) Growth curves of wildtype, *sam1Δ*/sam1*Δ*, and *sam2Δ*/sam2*Δ* cells in the presence of tamoxifen, and the impacted b) calcineurin signaling cascade. a) Growth curves generated from timepoint data of the Phenotypic Microarray experiments. The independent trials for each strain are shown in a lighter weight line, while the average is shown in the same color in bold. Growth curves are shown for wildtype, *sam1Δ*/sam1*Δ*, and *sam2Δ*/sam2*Δ* cells in the lowest concentration of tamoxifen (PM24C, H5) (R-squared Goodness-of-fit values: wildtype trial 1 = 0.9985, wildtype trial 2 = 0.9998, wildtype average = 0.9992, *sam1Δ*/sam1*Δ* trial 1 = 0.9757, *sam1Δ*/sam1*Δ* trial 2 = 0.9791, *sam1Δ*/sam1*Δ* average = 0.9775, *sam2Δ*/sam2*Δ* trial 1 = 0.9969, *sam2Δ*/sam2*Δ* trial 2 = 0.9870, *sam2Δ*/sam2*Δ* average = 0.9933). b) Calcium ion signaling in *S. cerevisiae* begins with calcium import by membrane transporters. The calcium ion triggers a signaling cascade with calcineurin and calmodulin, which in response allows for cellular stress response. The gene names that encode the enzymes that can function in compound conversion in the pathway are given by their standard names. *sam2Δ*/sam2*Δ* DEGs are represented by tan (increased expression) and blue (decreased expression) squares. RNA-Sequencing did not reveal any differentially expressed genes within this pathway between *sam1Δ*/sam1*Δ* and wildtype.

Tamoxifen possess antifungal activity through inhibition of calmodulin binding to calcineurin (Zhang *et al*. 2015; AL-Janabi, Al-Mosawe, and AI-Moswai 2019). Calcineurin and calmodulin play crucial roles in promoting calcium ion signaling pathways in the cell, which assist in regulation of enzymatic activity, metabolic functions, and stress response (Garrett-Engele, Moilanen, and Cyert 1995). Calmodulin, encoded by gene *CMD1*, is activated by calcium ion increases which allow it to bind to calcineurin, encoded by genes *CNA1* and *CMP2* (Fig. 7b) (Sun *et al*. 2019; Creamer 2020). Tamoxifen induces nuclear localization of transcription factor Crz1, leading to transcription of *CMK2* which shuts down Ca^2+^ import and therefore activation of calcineurin/calmodulin (Friedman 1998). Previous research suggests that increased concentrations of calmodulin can overcome the effects of tamoxifen (Dolan *et al*. 2009). The *sam2Δ*/sam2*Δ* mutant cells have increased expression of one gene, *FAR1*, within the calcineurin/calmodulin signaling pathway [at cutoffs of *P* ≤ 0.05, −0.58 ≤ log2FC ≥ 0.58, (Supplementary Table 1)]. 

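FAR1 (chromosome X, 123836 to 126328) rose from 197 ± 83.6 in wildtype to 403 ± 85.7 in sam2Δ/sam2Δ (log2FC 1.11, SE 0.38, adjusted P = 0.302 with limma). The call was lost without sam2Δ/sam2Δ replicate 1 (0.99) or 2 (1.04) and held at 0.69 without wildtype replicate 1. The 8 tested haploid-specific genes, FAR1 among them, had a median of 0.50 (adjusted P = 0.015 by camera and 0.54 by fry). Without sam2Δ/sam2Δ replicate 3 it was 0.14 and the camera test was lost. Of 6 other genes given as unchanged in this section, none met the cutoffs (log2FC -0.21 to 0.36, lowest adjusted P = 0.607).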

*FAR1* is responsible for inhibiting Msn5, which in turn is responsible for nuclear import of proteins, including Crz1 (Fig. 7b) (Hadwiger *et al*. 1989; Görlich *et al*. 1997). When Msn5 is inhibited by Far1, Crz1 does not localize to the nucleus to activate transcription of *CMK2*, less Cmk2 prevents inhibition of Ca^2+^ import and calcineurin/calmodulin activation occurs (Fig. 7b). From the activity of this cascade, we infer that increased Far1 counteracts the effects of tamoxifen, accounting for increased growth rate of *sam2Δ*/sam2*Δ* mutant cells in this condition.

Additional work on tamoxifen resistance in yeast has been carried out in *Schizosaccharomyces pombe*. Two AdoMet-dependent methyltransferases, *EFM6* and *BUD23*, when deleted from *S. pombe*, result in tamoxifen resistance, however the direct mechanisms is unknown (Zhang *et al*. 2015). *S. cerevisiae* homologs of these genes, with the same names, show significant decreases in expression in our *sam2Δ*/sam2*Δ* mutant strain. 

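From wildtype to sam2Δ/sam2Δ, EFM6 (chromosome XIV, 587107 to 587847) went from 233 ± 199.5 to 146 ± 13.0 (log2FC -0.35, SE 0.53, adjusted P = 0.815) and BUD23 (chromosome III, 210718 to 211545) from 672 ± 693 to 245 ± 80.1 (log2FC -1.01, SE 0.67, adjusted P = 0.568). Neither met the cutoffs with limma, and the locus of BUD23 holds 1 other gene. Wildtype replicate 1 held the highest signal of both genes, 463 and 1471, and without it BUD23 was at -0.20 and EFM6 was above 0.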

*EFM6* encodes an AdoMet-dependent lysine methyltransferase, which activates translation elongation factor EF-1 alpha (eEF1A) (Gross and Kinzy 2005; M. E. Munshi *et al*. 2001; Jakobsson *et al*. 2015). *BUD23* encodes a ribosome biogenesis factor and ADMT that methylates 18S rRNA (Sardana, White, and Johnson 2013). Interestingly, Bud23 is known to interact with the rRNA methyltransferase Trm112, also involved in ribosomal biogenesis (Figaro *et al*. 2012), and *TRM112* is significantly downregulated in *sam2Δ*/sam2*Δ* mutant cells. 

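TRM112 (chromosome XIV, 707788 to 708195) was at 982, 332 and 366 in wildtype and 229, 253 and 319 in sam2Δ/sam2Δ, groups that do not overlap (log2FC -0.90, SE 0.42, adjusted P = 0.424 with limma). The log2FC was -0.40 without wildtype replicate 1 and -1.18, meeting both cutoffs, without wildtype replicate 2.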

We hypothesize that *sam2Δ*/sam2*Δ* mutant cells are reduced in their ability to carry out these processes via Efm6 and Bud23, contributing to the tamoxifen resistance of these cells.

## Discussion

Methylation is a frequently used regulation mechanism applied to practically all types of cellular macromolecules and used in a wide range of processes and pathways. AdoMet is the main methyl donor in all cell types, and cells therefore have a wide range of AdoMet-dependent methyltransferases to carry out these methylation reactions. Our previous research had identified loss of the 2 AdoMet synthetase encoding genes, *SAM1* and *SAM2*, as resulting in opposite impacts on AdoMet concentration and genome stability. Here, we have presented further characterization of cellular changes due to loss of these 2 genes, through phenotypic profiling and RNA-seq. Of the 1,005 conditions tested via the Phenotypic Microarray, we saw altered growth in ∼10% due to *sam1*-deficiency and ∼15% due to *sam2*-deficiency. The large number of conditions that result in altered growth speaks to the wide array of impacts that altering methyl donor abundance can impart, even when the conditions tested were not specifically selected as targeting known methyl involving pathways. Our RNA-seq experiment was able to capture expression from 7,127 genic regions, and we found 134 DEGs (1.88%) in our *sam1Δ*/sam1*Δ* strain and 876 DEGs (12.29%) in our *sam2Δ*/sam2*Δ* strain. This large percentage of altered gene expression due to *sam2*-deficiency again points to the broad impacts of the gene. Further, *sam2*-deficiency results in ∼50% more PM condition growth differences and approximately 6.5 times as many DEGs, demonstrating that its loss has greater cellular impacts, some of which are through decreased AdoMet concentration. Interestingly, we found 15 AdoMet-dependent methyltransferases downregulated, and 3 upregulated, in our *sam2Δ*/sam2*Δ* cells, as well as 1 upregulated and 1 downregulated non-AdoMet-dependent methyltransferase. This points to a mechanism whereby AdoMet concentration is involved in regulating their transcription, possibly via involvement with binding of activators or repressors or through altered chromatin modifications through reduced methyl donor availability for histone methylation.

Our novel approach combining data sets characterizing the broad changes resulting from loss of these genes allowed us to more widely profile the variety of other impacts that were induced. By utilizing phenotypic profiling and gene expression profiling, we have provided insight that neither data set alone could provide. We have used the information from differential gene expression to show how the phenotypic changes are brought about and have used the phenotypic profiling to show where the gene expression differences are large enough, individually or in combination, to cause altered cellular responses. Some of these changes likely contribute to the genome stability differences previously observed, while others provide insight on additional pathways disrupted by loss of 1 or both AdoMet synthetase genes. Broadly, changes we have characterized are related to (i) AdoMet availability relative to methylation reactions and methyltransferase functionality: azoles and tamoxifen, (ii) AdoMet availability related to methyl cycle components as precursors in synthesis of other important molecules: glutathione and dNTPs, and (iii) impacted genes/pathways with no already defined relationship to methylation, the methyl cycle, or AdoMet itself: cisplatin and arginine metabolism.

### Azoles

Azoles are synthetic organic compounds able to disrupt membrane integrity and ergosterol biosynthesis by targeting lanosterol 14α-demethylase, encoded by *ERG11* (Fig. 2c). Previous studies have elucidated diverse mechanisms of azole resistance including, overexpression/deletion of genes involved in the ergosterol biosynthesis pathway or drug efflux pumps, as well as altered activity of the Set1 histone methyltransferase, or altered vacuolar sequestration (Bhattacharya, Esquivel, and White 2018; Khandelwal *et al*. 2019; Baker *et al*. 2022; Salazar *et al*. 2022). Our novel finding of impacting the ergosterol synthesis pathway through AdoMet and methyltransferase activity, to a large enough extent to result in increased sensitivity (via additional AdoMet) or increased resistance (via decreased AdoMet) has the potential to impact use of azole drugs moving forward. S-Adenosylmethionine is a common over-the-counter nutritional supplement and has also seen increased usage in treatment of a variety of ailments from liver disease to cancers to neurocognitive disorders in recent years (Guo *et al*. 2021; Lu and Mato 2008; Luo *et al*. 2010; Sharma *et al*. 2017). Our studies suggest that addition of AdoMet to fluconazole/azole drug treatment might be effective in increasing sensitivity of other yeasts, like we have shown occurs in *S. cerevisiae*, and is worth further exploration.

### Cisplatin

Cisplatin is most often used to treat cancers of the bladder, testicles, head/neck, lungs, and ovaries (Dasari and Tchounwou 2014). Once in a cell, cisplatin causes damage to DNA (Basu and Krishnamurthy 2010). Consequently, the DNA is unable to be replicated or transcribed, causing cell cycle arrest and apoptosis (Grossmann, Brown, and Moses 1999; Basu and Krishnamurthy 2010). As in *S. cerevisiae*, evidence in human cells shows that cisplatin uptake can occur through facilitated transporters such as the copper transporters (Martinho *et al*. 2019). Previous research has identified several multidrug exporters in human cells that exhibit upregulation in cells resistant to cisplatin (Koshkin *et al*. 2021). We believe our observation that reduced AdoMet levels result in decreased expression of *CTR1*, the main copper transporter, as well as increased expression of drug efflux pumps, with an ultimate impact of reduced sensitivity to cisplatin, warrants further exploration as a cisplatin resistance mechanism in other organisms. Again, the availability of AdoMet as a nutritional supplement and in cancer therapeutics, would allow for exploration of its use as an adjuvant with cisplatin treatment.

### Glutathione

Glutathione (GSH) possesses anti-oxidative properties that are important in protecting cells from oxidative stress. In its reduced form, GSH is a reactant needed to neutralize ROS, such as hydroxyls and superoxides (Whalen and Boyer 1998). ROS can interact directly with nucleic acids in DNA, which has been shown to lead to mutagenesis, and ultimately genome instability. A known connection between GSH and the methyl cycle has been established through the transsulfuration pathway (Fig. 4e) (Sbodio, Snyder, and Paul 2019). Sodium selenite, methyl viologen, and thiourea all have the ability to increase genome instability through ROS. Sodium thiosulfate decreases ROS by readily donating electrons to the radical ROS species, inactivating them and rendering them harmless (Bijarnia *et al*. 2015). Our *sam2Δ*/sam2*Δ* mutants showed better growth in sodium thiosulfate/decreased ROS, while showing sensitivity to sodium selenite. The decreased expression of genes in the methyl cycle and in the synthesis of glutathione from homocysteine (and increased expression of those involved in transforming glutathione back to homocysteine) could point to decreased GSH to combat increased ROS. This pathway could directly be linked to the observed genome instability in these mutants and is under investigation by our group.

### Arginine metabolism

Arginine metabolism is essential to a cell's ability to respond to stress factors, regulate metabolic pathways, synthesize polyamines, and grow and divide (Takagi 2019). The most well understood connection to our *SAM* genes of interest is the involvement in polyamine synthesis which is also linked to the methyl cycle and AdoMet availability. Ornithine serves as the direct link between the urea cycle/arginine biosynthesis and polyamine production (Fig. 5e). It is a precursor to putrescine, an essential precursor to the polyamines spermine and spermidine (Lee *et al*. 2019). Synthesis of polyamines allows for increased DNA repair, stability, and resistance to genotoxic and oxidative damaging substances (Chen *et al*. 2021). For example, evidence suggests that polyamines may promote the Rad51 genome repair complex by exposing damaged DNA to the repair system (Lee *et al*. 2019). Furthermore, raised levels of polyamines in cells have been shown to increase rates of transcription of antioxidant enzymes, thereby lowering ROS (Liu *et al*. 2015). Interestingly, despite an overwhelming increase in expression in most genes in the arginine biosynthesis pathway in our *sam2Δ*/sam2*Δ* mutants, close observation of individual reactions could point to a decrease in available ornithine. Not only is *CAR1* downregulated, responsible for direct conversion of L-arginine to ornithine, but the genes responsible for the reactions that convert ornithine to L-citrulline and further to L-arginino-succinate and L-arginine are all upregulated (*ARG3*, *ARG1*, and *ARG4*, respectively). Decreased available ornithine, in tandem with the previously reported decrease in AdoMet in our *sam2Δ*/sam2*Δ* mutants, could point to decreased components for polyamine synthesis. This could be directly tied to the observed genome instability in these mutants, due to polyamine roles in increased DNA repair, stability and resistance to oxidative damage, and this pathway is under further investigation by our group.

### dNTPs

dNTP levels within the cell must be highly controlled in order to maintain genomic stability (Subramaniam *et al*. 2019). Reduced dNTP pools have been shown to decrease DNA synthesis, thus decreasing the cell's ability to repair DNA and perform recombination (Paulovich *et al*. 1997; Zhao, Muller, and Rothstein 1998; Chabes *et al*. 2003). Research shows that cells can sense dNTP levels and will arrest DNA strand elongation, via halting the replication fork, prior to the complete utilization of remaining dNTPs (Koç *et al*. 2004). Other work has demonstrated a mutator phenotype when dNTP levels exist at higher-than-normal amounts (Chabes *et al*. 2003; Davidson *et al*. 2012; Fleck *et al*. 2013; Pai and Kearsey 2017); attributed to increased dNTPs speeding up S phase, increasing DNA Pol binding/extension from inaccurate primer-template pairing, and reduced proofreading efficiency (Kunkel, Sabatino, and Bambara 1987; Beckman and Loeb 1993; Kunkel and Bebenek 2000; Stodola and Burgers 2016). 5-Fluorodeoxyuridine, 5-fluorocytosine, 6-azauracil, and hydroxylamine all inhibit DNA synthesis. dNTP pools are controlled by de novo biosynthesis and salvage pathways (Fig. 6e). The salvage and de novo pathways interconnect with the folate cycle, and ultimately the methyl cycle, through shared intermediates. Because each of these pathways plays a role in dNTP pool balance, they are likely involved in maintaining genomic stability as well. These pathways also connect to other important cellular pathways, such as arginine metabolism and nicotinamide and nicotinate metabolism (Fig. 5e), which provides insight to how dNTP pools relate to, and are affected by, several other processes within the cell. While the resistance of our *sam2Δ*/sam2*Δ* mutant cells to many DNA damaging agents seems contrary to a link to the increased genome instability at first, we believe the contributing factor is likely in the dNTP pool regulation. We hypothesize the resistance to 5-FDU and 5-FC comes from upregulation of *CGI121* allowing for increased production of dTTP, while 6-AU resistance is from increased expression of *SDT1* encoding pyrimidine nucleotidase which produces ribosides and also dephosphorylates the toxic form of 6-AU inactivating it (Fig. 6e). These gene expression changes could result in altered dNTP levels, and thus be directly linked to the observed genome instability in the *SAM* gene mutants and is under further investigation by our group.

### Tamoxifen

Tamoxifen is a common chemotherapeutic drug, but is also known to possess antifungal activity through inhibition of calmodulin binding to calcineurin (Zhang *et al*. 2015; AL-Janabi, Al-Mosawe, and AI-Moswai 2019). The calcineurin signaling cascade is conserved across all eukaryotes (Aramburu, Heitman, and Crabtree 2004). In human cells, calcium ion signaling not only assists in enzymatic regulation, metabolic functioning, and stress response as seen in *S. cerevisiae* but also aids in cellular proliferation, immune response, apoptosis, and cell differentiation (Park *et al*. 2020). Recent work on additional mechanisms of tamoxifen resistance has been carried out in *S. pombe*, and identified 2 AdoMet-dependent methyltransferase genes, *EFM6* and *BUD23*, that result in tamoxifen resistance when deleted. *S. cerevisiae* homologs for these genes both encode methyltransferases involved in translation, and potentially involved in ribosome production and genome stability as well. The direct mechanism for how decreased functionality of Efm6 and Bud23 lead to tamoxifen resistance has not been uncovered, and while we see the same effect in *S. cerevisiae*, this link has not previously been reported. Both *EFM6* and *BUD23* also have identified homologs in humans (Ferrero *et al*. 2010; Jakobsson, Małecki, and Falnes 2018). In *S. cerevisiae*, eEF1A1 is encoded by *EFM6*, while the closest functional homolog in humans is METTL21B (Malecki *et al*. 2017). Work has shown eEF1A1 to be a novel inhibitor of the tumor-suppressor p53 gene, as well as causing increased resistance to chemotherapeutic drugs (Blanch *et al*. 2013). BUD23, the homolog of the same name in humans, has also been identified in influencing cellular proliferation and tumorigenesis (Bell *et al*. 2020). Bud23 is methylated by Trm112 in *S. cerevisiae*, while Trmt112, the methyltransferase homolog, carries out this reaction in humans. *TRM112* and TRMT112 are AdoMet-dependent methyltransferases, which play a role in ribosome biogenesis and cell proliferation in both humans and *S. cerevisiae*, and have also been identified as being involved in tumor formation in humans (Xu *et al*. 2022). We believe our observation that reduced AdoMet levels result in reduced sensitivity to tamoxifen, should be explored further as a tamoxifen resistance mechanism in other organisms, especially due to the recent increase of AdoMet usage in cancer treatments (Coppola *et al*. 2020; Mosca *et al*. 2020a; Mosca *et al*. 2020b).

### Conclusions/outlook

Our approach and findings on the *SAM* genes in *S. cerevisiae* may provide insight to AdoMet usage and effects of loss in other species as well. AdoMet synthase genes have been studied in other common model organisms, including worms, mice, and flies. Research into the *SAM* genes in other species covers a large spectrum of processes, including embryonic development, extension of lifespan, tumor development, adipocyte maintenance, and cellular regeneration (Menezo *et al*. 1989; Ogawa *et al*. 2016; Swanson *et al*. 2001; Thompson *et al*. 2009; Ehmke *et al*. 2014; Chen *et al*. 2020). Studies of molecular pathways in these organisms overlap with several of the processes we have discussed and align with our findings. *Caenorhabditis elegans* have AdoMet synthase genes *sams-1* through *5*, and work has progressed at separating out expression and function differences in vivo (Walker *et al*. 2011; Ding *et al*. 2018; Godbole *et al*. 2023; Chen *et al*. 2020). This includes findings of opposing phenotypes and distinct gene regulatory effects due to loss of *sams-1* and *sams-4*, and opposite effects on longevity due to knockdown of *sams-1* and *sams-5*, which are in line with the opposite impacts we report here due to loss of *sam1* and *sam2* in yeast (Godbole *et al*. 2023; Chen *et al*. 2020). Studies in *Mus musculus* have linked deletion of *Mat2a* to significant reductions in folates and one-carbon metabolism intermediates (Li *et al*. 2022). MAT2A is homologous to both *SAM1* and *SAM2*, but the largest overall decrease in *SAM* gene expression and lower AdoMet synthetase capacity is seen in our *sam2Δ*/sam2*Δ* cells thus most closely mirroring *Mat2a* deletion. In *sam2Δ*/sam2*Δ* cells, we found multiple decreased DEGs in the folate cycle and one-carbon metabolism (Figs. 5e and 6e), directly in-line with *Mat2a* deletion findings in mice and making an argument for *sam2*-deficiency as a cellular model of *Mat2a* loss. A different mouse study has linked increases in MAT2A protein levels with greatly reduced ROS levels and increased glutathione/oxidized glutathione (GSH/GSSG) ratios pointing to greater antioxidant potential (Chen *et al*. 2022). While we do not have an overexpression/increased expression model, our *sam2Δ*/sam2*Δ* strain represents the opposite scenario and shows the correlating opposite phenotype of increased sensitivity to increased ROS levels and decreased expression leading from the methyl cycle into glutathione biosynthesis (Fig. 4). *Drosophila melanogaster* have a single, essential, AdoMet synthetase gene named *Sam-S*. Knockdown of *Sam-S* has been shown to result in decreased activity of the GSH pathway as well (Liu *et al*. 2020). A different study showed translational machinery modifications that are SAM-dependent involved in control of protein synthesis (Obata *et al*. 2018), which links to our findings of *EFM6* and *BUD23* downregulation in *sam2Δ*/sam2*Δ* cells, where these proteins normally activate protein synthesis through methyltransferase activity related to a translation elongation factor and ribosome biogenesis factor, respectively. Other pathways we have discussed were not immediately found to have been studied in relation to AdoMet in other model systems, but the conservation of findings we see lends support to checking for similar impacts in defining the range of processes impacted by the AdoMet synthetases in higher organisms.

Our novel approach, combining Phenotypic Microarray and RNA-sequencing data sets, has elucidated several very promising avenues for further research. We have identified multiple pathways possessing altered gene expression, warranting further exploration to understand step-by-step how they might contribute to the observed genome instability in our mutants. We have also identified mechanisms of resistance to 3 commonly prescribed drugs due to lowered AdoMet and the resulting altered signaling in *S. cerevisiae*. The pathways these drugs act on have conserved components in *Homo sapiens*, and we suggest investigation of the use of AdoMet supplementation to combat resistance and potentially increase effectiveness of these compounds. Further, the combination of phenotypic profiling and RNA-sequencing methodologies could be executed to learn vast amounts of information about all sorts of organisms and genes.

## Data Availability

Strains are available upon request. The authors affirm that all data necessary for confirming the conclusions of the article are present within the article, figures, tables, supplemental files, and data in GEO. The data discussed in this publication have been deposited in NCBI's Gene Expression Omnibus (Edgar, Domrachev, and Lash 2002) and are accessible through GEO Series accession number GSE249930. RNA-seq data are also available in Supplementary Tables 8 and 9, which contain raw and processed counts, test statistic and *P*-values for *sam1Δ*/sam1*Δ* vs wildtype and *sam2Δ*/sam2*Δ* vs wildtype, respectively. Supplemental data files: Supplementary Table 1 contains data on DEGs. Supplementary Table 2 contains GO Term data. Supplementary Table 3 contains DEG overlaps between strains. Supplementary Table 4 contains summary of PM wells with altered growth. Supplementary Table 5 provides the contents of every PM well. Supplementary Table 6 provides all growth curves for all PM wells for *sam1Δ*/sam1*Δ* vs wildtype. Supplementary Table 7 provides all growth curves for all PM wells for *sam2Δ*/sam2*Δ* vs wildtype. Supplementary Table 8 contains RNA-Seq raw counts, processed counts, and statistical analysis of comparison between *sam1Δ*/sam1*Δ* and wildtype. Supplementary Table 9 contains RNA-Seq raw counts, processed counts, and statistical analysis of comparison between *sam2Δ*/sam2*Δ* and wildtype. Supplementary Fig. 1 contains PCA and Heatmap depictions of RNA-seq data. Supplementary Fig. 2 contains confirmation growth curves for 6 drugs/conditions. Supplemental material included at figshare: https://doi.org/10.25387/g3.24582594.

How the deposited data were processed for this re-analysis (not part of the article)

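Poly-A RNA was sequenced from wildtype, sam1Δ/sam1Δ and sam2Δ/sam2Δ diploids in the W303 background, with 3 cultures per strain. The cultures were grown at 30 °C to an OD600 of 0.5 to 0.6 in SC, in SC with G418 and in SC without leucine, respectively. The authors joined 36 read files into 9 libraries, aligned them with Tophat2 2.0.13 to the R64-1-1 assembly without trimming, and made gene values with the Cufflinks and Cuffdiff2 programs 2.2.1. They used DESeq2 for the principal components of their figure. The deposited table holds 1 value for each of 7126 genic regions and 9 libraries, 0 missing values and 0 other value columns, and its values are treated as signal, reads estimated per gene divided by a size factor of the library.

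The unit was read from the values. In each library 96.8 to 98.4% of the values, and 98.5 to 99.96% of those of genes alone at their locus, lay within 0.05 of a whole multiple of 1 step, and 89.3 to 91.5% of those of genes that share a locus. A locus was shared by 1420 genes and 5706 were alone. Values of genes at shared loci are splits made by the program and carry its assumptions. Library totals were 11.9, 11.3 and 11.0 M in wildtype, 10.9, 10.5 and 10.4 M in sam1Δ/sam1Δ and 10.6, 10.7 and 9.38 M in sam2Δ/sam2Δ. The 10 genes with the highest signal held 7.30 to 10.4% of a library. Signal was above 0 in all libraries for 6277 genes. Since 1 read is worth up to 2.18 units of signal, a gene near a signal of 10 rests on few reads, and such genes are printed without a fold change where a group is listed at or near 0. The libraries were made with a stranded kit, and the annotation release and the normalization setting behind the table are not known here.

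A test for read counts had been planned, and the deposited unit is not counts, so limma 3.58.1 in R 4.3.3 was used instead, with a mean-variance trend, on log2 of the signal plus 1 without further scaling. Each mutant was compared with wildtype over 6 libraries, for genes with a signal of at least 10 in at least 3 of them. DEGs were counted by the paper's cutoffs, an unadjusted P of at most 0.05 and a log2FC of at least 0.58 in size, with Benjamini-Hochberg adjusted P values beside. The mutants were compared with each other in a fit of all 9 libraries at an adjusted P of 0.05. Strains, comparisons, cutoffs, gene lists, the filter and most alternatives were set before the data were examined. The pseudocounts of 0.5 and 5, the weighted trimmed mean factors and the log2 ratio of the group means were added afterwards.

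Genes are printed by name when they are SAM1 or SAM2, when the Results name them, when they are among the 5 largest rises or falls with an adjusted P of at most 0.05, groups that do not overlap and a mean of at least 50, when they are markers of the parent strains or neighbours of the deleted genes (YLR179C, VTA1, PLM2 and LPP1), or when they are among at most 5 members with the largest change of a gene list past 0.05. An exact permutation test of 3 libraries against 3 cannot go below 0.1, so none was used for single genes. The rule gave 138 genes. Others are named with a statement that they were picked after their values were seen. Coordinates are those of the deposited table, and 6048 of its identifiers were found in the reference annotation.

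The 17 gene lists were arginine, ergosterol, and sulfate and methionine biosynthesis, the leucine pathway, general amino acid control outside arginine, haploid-specific, a-specific and alpha-specific genes, the iron regulon, ribosome biogenesis, ribosomal proteins of the large and of the small subunit, general stress, pleiotropic drug resistance, oxidative stress, DNA damage and strain markers. They were written by hand from general knowledge, not from the values. Each was tested in both mutants, 34 tests, with camera at an inter-gene correlation of 0.01 and adjustment over the 34 tests, and again with fry and with an estimated correlation.

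Alternatives were limma-voom, median-of-ratios and upper-quartile factors, scaling to library size only, no filter, a mean of at least 50, all 9 libraries in 1 fit, a block for the replicate number, adjusted P values, and leaving out each library in turn. The gene ontology terms of Table 1 were not tested, since no gene ontology annotation was used here, and the principal components were computed on log2 signal. The genes of the inserted drug-resistance cassette are not analysed here, and some genes named in the Results are not reported here.

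The tests were tested on simulated data with the depth and spread of these libraries. With 200 genes changed by 1 on the log2 scale, 70.2% of the 198 tested were counted in sam1Δ/sam1Δ and 75.5% in sam2Δ/sam2Δ, and 0% passed adjustment. With a change of 2 it was 96.5% and 95.5%, and 82% and 75% passed adjustment. Of the unchanged genes 2.80 to 3.76% were counted. Genes were simulated independently, which real libraries are not. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.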

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

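The tests in this part were chosen after the results had been seen, apart from the direct comparison of the mutants and the test of the leucine pathway genes against the medium.

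In sam2Δ/sam2Δ replicate 3 the alpha-factor gene MF(ALPHA)1 had a signal of 1473, and the highest of the other 8 libraries was 56.6. The strains are a/alpha diploids, in which alpha-specific and haploid-specific genes are repressed, and the paper's text does not name this gene. STE3 was at 282 against at most 74.5 elsewhere, STE18 at 149 against 14.5, FUS3 at 262 against 84.6, STE5 at 382 against 167 and GPA1 at 386 against 156, while the a-specific genes STE2 (113) and BAR1 (74.3) stayed within the range of the other libraries. So did MF(ALPHA)2 (47.5, at most 70.3 elsewhere), the other alpha-factor gene, and the haploid-specific FAR1 (305, at most 467). These genes were picked after their values were seen. Against the other sam2Δ/sam2Δ libraries the median log2 ratio of the haploid-specific genes was 1.05, with 8 of 9 higher, that of the alpha-specific genes 1.57, with 5 of 5 higher, and that of the a-specific genes -0.24. Of 10000 random lists of the same size, 99.99% lay below the first and the second. This pattern is consistent with cells that carry only alpha mating-type information in that culture. Mixing with cells that carry SAM2 is not a candidate, since the SAM2 signal of 6.89 allows at most 0.0271% of such cells. Loss of 1 copy of chromosome III in part of the culture could give it as well: the median of chromosome III was -0.16 relative to the library, -0.15 and -0.16 on the arms, and chromosome I was lower still at -0.26, so this test does not settle it. Carry-over of a haploid sam2Δ parent of the alpha mating type may give the same values, and a mating test or a ploidy measurement of the stored culture would tell them apart.

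ERR3, at the right end of chromosome XIII, had a mean signal of 241 in sam1Δ/sam1Δ, and its highest wildtype library was at 79.6 (log2FC 1.80, adjusted P = 0.089 with limma). The last 4 genes of the arm had a median log2FC of 1.48 (YMR321C 1.94, SNO4 1.16, ERR3 1.80, YMR324C 0.52), and the 24 genes before them had a median of 0.075, a range of -0.24 to 0.49 and 0 genes meeting the cutoffs. ERR3 was also higher in sam2Δ/sam2Δ (1.02). Extra copies of the chromosome end in sam1Δ/sam1Δ could produce such an edge. These genes have close copies near other chromosome ends, among which reads may be shared out by the program. Of such copies, ERR1 and HSP32 were listed at 0 in all 9 libraries and ERR2 at no more than 1.06. In sam1Δ/sam1Δ, HSP33 had a log2FC of 0.09 and SAM4 of -0.18. A move of reads from the ERR copies to ERR3 was therefore not seen, but the value of 1.48 does not separate copies from expression. Read depth of genomic DNA over the last genes would.

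At the right end of chromosome XIV, PDR18, YNR071C, MAN2 and AIF1 were listed at 0 in the 3 sam1Δ/sam1Δ libraries. At the wildtype level 3518 reads would be expected for these 4 genes in those libraries, so low depth does not explain them. Of the 6 expressed genes from 765375 on, 5 were at 0 to 13.7% of wildtype, the last of these HXT17, and the exception, COS10, was at 86.1%. The 19 genes before that point were at 71.3 to 147% of wildtype. COS10 and HXT17 belong to families with close copies elsewhere. The pattern is consistent with loss of the chromosome end in the sam1Δ/sam1Δ strain, from a point between 762592 and 765375. The 5 genes count among the 32 lower in sam1Δ/sam1Δ, and the deletion of SAM1 on chromosome XII need not be their cause. A PCR across this end in the strain and its parents would settle it.

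The direct test between the mutants found 37 genes with an adjusted P of at most 0.05, 20 higher and 17 lower in sam2Δ/sam2Δ, of 6139 tested (1024 with an unadjusted P of at most 0.05). SAM1 and SAM2 are among them, as are AIF1, PDR18, YNR071C, MAN2 and HXT17 of the chromosome XIV end. OAC1, BAT1 and LEU1 of the leucine pathway were lower in sam2Δ/sam2Δ and level in sam1Δ/sam1Δ. ARG3 (2.63), GSH1 (-0.81) and the iron genes FIT3 (-1.65) and ARN2 (-0.84) differed too, and ZRT1 was at 2729 in sam1Δ/sam1Δ, 21249 in sam2Δ/sam2Δ and 13740 in wildtype. MAN2, HXT17, FIT3, ARN2 and ZRT1 were picked after their values were seen. The number was 186 without wildtype replicate 1, 17 without wildtype replicate 2, 16 without wildtype replicate 3, 15 without sam1Δ/sam1Δ replicate 2 or 3, 17 without sam2Δ/sam2Δ replicate 1 and 16 without sam2Δ/sam2Δ replicate 3. Medium may explain part of the difference, since the sam2Δ/sam2Δ cells grew without leucine. The median of the leucine pathway genes was -1.67 there. No library shows which direction the medium alone would give, so this fall does not speak for the medium. The LEU2 marker at the deletion could also change these genes, and 7 of 7 pathway genes were lower. Since marker, medium and deletion change together, these libraries cannot tell them apart. Growing all 3 strains in 1 medium would take the medium out of the comparison, but the LEU2 marker would still change with the deletion.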

How the results depend on the processing

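The values below show what the counts depend on. Of the settings named, the pseudocounts, the weighted trimmed mean factors and the log2 ratio of group means were chosen after the results had been seen.

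The sam1Δ/sam1Δ count of 70 was 72 with limma-voom, 67 with upper-quartile factors, 90 without a filter, 51 with a mean of at least 50, 67 with all 9 libraries in 1 fit and 69 with a pseudocount of 5. It was 6 with adjusted P values, with or without the fold limit. Leaving out 1 library gave 41 to 355: 355 without wildtype replicate 1, of which 53 are among the 70, 116 without sam1Δ/sam1Δ replicate 1 and 41 without sam1Δ/sam1Δ replicate 3. Of the 70, 36 (without wildtype replicate 2) to 57 (without sam1Δ/sam1Δ replicate 1) were kept.

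The sam2Δ/sam2Δ count of 601 was 593 with limma-voom, 639 without a filter, 555 with a mean of at least 50 and 692 with all 9 libraries in 1 fit, and 7 with adjusted P values. Left-out libraries gave 412 to 749. Of the 601, 365 (without sam2Δ/sam2Δ replicate 1) to 493 (without sam2Δ/sam2Δ replicate 2) were kept, and 429 without wildtype replicate 1.

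Scaling by library size alone shifts the median log2FC of all genes to 0.09 in sam1Δ/sam1Δ and 0.15 in sam2Δ/sam2Δ. The counts then became 91, of which 71.4% were higher instead of 54.3%, and 725, of which 75.0% were higher instead of 50.7%.

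The number of genes shared by both mutants, 24, was 39 with library size only and 0 with adjusted P values, and 15 to 112 with 1 library left out: 112 without wildtype replicate 1 and 15 without sam1Δ/sam1Δ replicate 3. The difference between the mutants, 37 genes, ranged from 15 to 186, and the libraries behind these ends are named above.

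A block for the replicate number gave 51, 389, 15 and 14 for the counts in sam1Δ/sam1Δ, in sam2Δ/sam2Δ, in both and between the mutants, and 23 of the genes of the text. The numbers do not pair the libraries: of 9 correlations between equally numbered libraries of different strains, 3 were above 0.1, and they ranged from -0.875 to 0.759. The fall of these counts is consistent with degrees of freedom spent on a pairing that is absent.

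Of 64 genes the text gives as changed in sam2Δ/sam2Δ, 33 met both cutoffs in that direction. The number was 34 with limma-voom, 37 with all 9 libraries in 1 fit, 1 with P values adjusted over all tested genes, and 20 to 40 with 1 library left out, 20 of them without sam2Δ/sam2Δ replicate 1. All 64 passed the fold limit by the log2 ratio of the group means, which uses no test.

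Of 34 gene list tests, 13 passed 0.05 with camera at its preset correlation, 2 with fry and 0 with an estimated correlation. The 2 that held under fry are the leucine pathway and the oxidative stress list in sam2Δ/sam2Δ. With 1 library left out 11 to 19 passed. Some lists passed the test in opposite directions, or changed direction, as libraries were left out. In sam1Δ/sam1Δ the medians ranged from -0.24 (without wildtype replicate 2) to 0.73 for ergosterol biosynthesis, from -0.35 (without wildtype replicate 2) to 0.62 for ribosome biogenesis, which was at -0.22 without sam1Δ/sam1Δ replicate 2, and from -0.89 to 0.23 (without wildtype replicate 2) for general stress. Ribosomal proteins of the large subunit ranged from -0.35 to 0.073 (without wildtype replicate 1) and were at 0.014 without sam1Δ/sam1Δ replicate 1, and those of the small subunit ranged from -0.35 to 0.072 (without wildtype replicate 1). In sam2Δ/sam2Δ the ranges were -0.58 to 0.51 (without wildtype replicate 1) for ergosterol biosynthesis and -0.92 to 0.16 (without wildtype replicate 1) for ribosome biogenesis.

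The share of the first principal component over the genes counted, 60.9%, was 53.7% with the 500 most variable genes and 54.9 to 67.5% with 1 library left out. No chromosome median passed the limits set beforehand, 0.2 in every library of a strain or 0.3 in 1 library, in any setting, and the largest was 0.203 to 0.260 in size.

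Planned but not run were the alternatives with DESeq2, since the values are not counts, the gene ontology terms of Table 1, and the principal components on variance-stabilized counts. SAM1, SAM2, AIF1, PDR18, YNR071C and RPL41B have no value without a wildtype library where the filter leaves them untested.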

Differences from the paper's values

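Counts are compared with those of the paper's text, and a difference is a ratio of more than 1.5. Alternatives named below were set before the data were examined unless stated otherwise. The paper's numbers come from its Cufflinks and Cuffdiff2 test, whose dispersion model was not rerun here.

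In sam1Δ/sam1Δ the paper gives 134 genes and the fit 70. The paper's count is within that ratio with library size only (91), without a filter (90) and without sam1Δ/sam1Δ replicate 1 (116), and not with the others. The paper gives 59 higher where the fit has 38, and the same 3 alternatives come near it. It gives 75 lower where the fit has 32, which only leaving out sam1Δ/sam1Δ replicate 1 brings near. The paper's share of genic regions is 1.88% and that of the fit 0.982%, near it with the same 3 alternatives.

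In sam2Δ/sam2Δ the paper's 876 genes and 405 higher genes are within the ratio of the fit. The paper gives 471 lower and the fit 296. No filter, all 9 libraries in 1 fit, and leaving out wildtype replicate 1, wildtype replicate 2 or sam2Δ/sam2Δ replicate 2 bring it near, and the others do not.

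For genes changed in both mutants the paper gives 59 and the fit 24, and no alternative set beforehand comes near: the nearest from below is library size only at 39, and 112 without wildtype replicate 1 lies above. The paper's 6.2%, the share of the genes changed in either mutant that changed in both, compares with 3.71%, near it with library size only and without sam1Δ/sam1Δ replicate 1, sam2Δ/sam2Δ replicate 1 or sam2Δ/sam2Δ replicate 2. The paper has 44 of them in the same direction and the fit 17, near it with library size only. It has 26 lower in both where the fit has 7, near it without wildtype replicate 1, and 18 higher in both where the fit has 10, near it without wildtype replicate 2, sam1Δ/sam1Δ replicate 1 or sam2Δ/sam2Δ replicate 2. The paper has 15 in opposite directions where the fit has 7, and 11 lower in sam1Δ/sam1Δ and higher in sam2Δ/sam2Δ where the fit has 4. No alternative comes near the paper's 15 or 11.

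The paper names 15 methyltransferase genes as lower in sam2Δ/sam2Δ, and the fit counts 2, TAE1 and DPH5. No alternative set beforehand comes near 15. By the log2 ratio of the group means, chosen after the values were seen and used without a test, all 15 pass the fold limit.

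Of the 64 genes the text gives as changed in sam2Δ/sam2Δ, 31 did not meet both cutoffs. No setting met them for ERG6, OPI3, EFM3, EFM6, PPM2, NOP1, BUD23, NOP2, EMG1, TRM5, TRM13, ERG10, MVD1, GPX2 and DUG1. Leaving out wildtype replicate 2 did for TMT1, TRM9, TRM112, STR3, GTO1, ARG2, SPE2, CAR1, MEU1 and FUR1, and leaving out wildtype replicate 1 for ERG29, ATR1, MSH4 and MEP2. Library size only did for ATR1, MSH4, STR3, ARG4 and ARG2, and all 9 libraries in 1 fit for MSH4, MET6, ARG2 and CAR1. Limma-voom and upper-quartile factors did for ARG2. Leaving out sam2Δ/sam2Δ replicate 2 did for MSH4 and ARG2, and sam2Δ/sam2Δ replicate 3 for CAR1. In sam1Δ/sam1Δ, AQR1 met them without wildtype replicate 1 or sam1Δ/sam1Δ replicate 1 and CDC21 without wildtype replicate 1.

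Of the 31 genes the text gives as lower in sam2Δ/sam2Δ, 19 were not counted, and 18 of these 19 had their highest signal in wildtype replicate 1. Their group means were apart by the fold limit in 19 of 19 with all libraries and in 1 of 19, OPI3, without that library, where the median log2 ratio went from -0.90 to -0.17. This test was chosen after the values were seen. The result is consistent with the fold changes of these genes resting on the high values of wildtype replicate 1, which a test that weighs the spread of the 3 wildtype libraries does not count.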

Other observations

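Of the tests below, those of wildtype replicate 1, of the first principal component, of the chromosome medians against random lists and of single libraries were chosen after the results had been seen.

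Other splits of the same libraries gave as many genes as the strains did. For sam1Δ/sam1Δ and wildtype there are 10 ways to split 6 libraries into 3 and 3, and 2 of 10 gave at least 70 genes, the strains themselves and 1 other. That other split sets wildtype replicate 1 with sam1Δ/sam1Δ replicates 2 and 3 and gave 1904. The median of the other splits was 18. For sam2Δ/sam2Δ, 2 of 10 gave at least 601, and the split with wildtype replicate 1 beside sam2Δ/sam2Δ replicates 2 and 3 gave 785. The smallest share that 10 splits allow is 0.1, so the count may arise from grouping by chance and these libraries cannot tell.

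Wildtype replicate 1 differs from the other wildtype libraries. In it the ribosome biogenesis genes were at 1.26 and the general stress genes at -1.45, against -0.74 and -0.46, and 0.86 and 0.58, in replicates 2 and 3 (median log2 ratio of each list to the wildtype mean). The phosphate genes PHO84 (7642, at most 1611 elsewhere), PHO89 (993, at most 202), PHO5 (3007, at most 1022) and SPL2 (317, at most 122) were highest in it. A label swapped with a mutant library does not explain it, since SAM1 was at 17140 and SAM2 at 39411 there, while SAM1 was at most 1.77 in sam1Δ/sam1Δ and SAM2 at most 6.89 in sam2Δ/sam2Δ. A wrong label from another wildtype culture was not tested. The first principal component of all genes follows the ribosome biogenesis genes, which were left out of it, across the 9 libraries (Pearson r = -0.971, permutation P = 0.00013, adjusted over 2 relations 0.00026, Spearman rho = -0.933, permutation P = 0.0008, and r = -0.939 without the 2 farthest libraries). It also follows read depth (r = -0.719, permutation P = 0.0291, Spearman rho = -0.883, permutation P = 0.0031, and r = -0.750 without the 2 farthest). Thinning all libraries to 4.90 M reads left the scores as they were (r = 0.99997), so depth does not explain it. A difference in growth state between cultures is a candidate explanation, by r = -0.971, and cell counts at harvest or a repeat culture of wildtype would test it.

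The leucine pathway list had the largest change of the 17 lists in sam2Δ/sam2Δ, with a median log2FC of -1.67, 0 of 7 genes higher and 5 meeting the cutoffs (adjusted P = 1.4e-07 by camera). The 5 are LEU1 (-4.01), OAC1 (-3.07), BAT1 (-2.76), ILV5 (-1.67) and ILV2 (-0.87), the last named after its value was seen, and GDH1 was at -0.96 and met them without sam2Δ/sam2Δ replicate 3 (-1.41). The list median was -0.05 in sam1Δ/sam1Δ (0.36). LEU2 itself was at 0.05 in sam2Δ/sam2Δ and -0.02 in sam1Δ/sam1Δ.

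General amino acid control outside arginine was higher in sam2Δ/sam2Δ, with a median of 0.44, 20 of 22 genes higher and 8 meeting the cutoffs (adjusted P = 0.00030 by camera and 0.53 by fry). HIS5 was at 1.59 and HIS1 at 1.01 and they held without each library. HIS4 (1.41) fell short without wildtype replicate 1 (1.04) or 3 (1.45) and sam2Δ/sam2Δ replicate 1 (0.97) or 2 (1.52). HOM3 (1.26) did so without wildtype replicate 3 (1.17) and sam2Δ/sam2Δ replicate 1 (0.89) or 3 (1.20), and TRP4 (1.05) without wildtype replicate 1 (0.80) or 3 (1.07) and sam2Δ/sam2Δ replicate 1 (0.71). Amino acid control switched on in the medium without leucine may therefore raise part of the arginine genes, and the value of 0.44 lies between no change and that of the arginine genes, so it does not settle it. In sam1Δ/sam1Δ the list was at -0.11 (0.98), and at -0.33 and past 0.05 without sam1Δ/sam1Δ replicate 1.

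The iron regulon was higher in sam1Δ/sam1Δ, with a median of 0.51, 18 of 19 genes higher and 6 meeting the cutoffs (adjusted P = 1.2e-11 by camera and 0.20 by fry), among them FIT2 (2.13), FIT3 (1.06), SIT1 (1.03) and TIS11 (0.86). FET3 was at 0.99 and met the cutoffs without wildtype replicate 1 (1.82). In sam2Δ/sam2Δ the list was at -0.17 (0.28), and without wildtype replicate 3 it was at -0.28 and past 0.05. The paper's Table 1 lists siderophore transmembrane transport for this strain. G418 is in the medium of sam1Δ/sam1Δ alone, and a wildtype culture with a resistance cassette and G418 would separate drug from deletion.

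Ribosomal protein genes were lower in both mutants. In sam1Δ/sam1Δ the median was -0.15 for the large and -0.17 for the small subunit (adjusted P = 3.3e-06 and 4.8e-05 by camera, 3 of 75 and 4 of 56 higher). In sam2Δ/sam2Δ it was -0.33 and -0.36 (5.1e-06 and 4.6e-05 by camera). By fry the adjusted P of both lists was 0.90 in sam1Δ/sam1Δ and 0.83 in sam2Δ/sam2Δ. In sam1Δ/sam1Δ RPL41B (-0.83) and in sam2Δ/sam2Δ RPL28 (-0.69) and RPS28A (-0.58, named after its value was seen) met the cutoffs, and RPL28 fell short without wildtype replicate 1 (-0.48) or 3 (-0.74) and sam2Δ/sam2Δ replicate 2 (-0.58) or 3 (-0.58). No gene of the small subunit met them in sam2Δ/sam2Δ without wildtype replicate 1 or 3 or without sam2Δ/sam2Δ replicate 1 or 3. The camera tests were lost without wildtype replicate 1, at 0.07 and 0.07 in sam1Δ/sam1Δ and -0.12 and -0.14 in sam2Δ/sam2Δ. In sam1Δ/sam1Δ they were also lost without sam1Δ/sam1Δ replicate 1, at 0.01 and -0.02. Ribosome biogenesis was at -0.39 in sam2Δ/sam2Δ (adjusted P = 0.021 by camera and 0.90 by fry, 6 of 47 higher). The camera test was lost without sam2Δ/sam2Δ replicate 1 (-0.03) or 2 (-0.30), and the median was 0.16 without wildtype replicate 1. In sam1Δ/sam1Δ it was at 0.04 (0.79), and past 0.05 without wildtype replicate 1 (0.62) or 2 (-0.35) and sam1Δ/sam1Δ replicate 1 (0.42) or 2 (-0.22). General stress genes were at -0.18 in sam1Δ/sam1Δ (0.80) and 0.36 in sam2Δ/sam2Δ (0.13). They passed 0.05 in sam1Δ/sam1Δ without wildtype replicate 1 (-0.89) or 2 (0.23), and in sam2Δ/sam2Δ without wildtype replicate 2 (0.78) or 3 (0.61) and sam2Δ/sam2Δ replicate 3 (0.54).

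Oxidative stress genes were lower in sam2Δ/sam2Δ, with a median of -0.37 (adjusted P = 0.0025 by camera and 0.041 by fry, 4 of 16 higher), and OYE3 (-2.08) and GSH1 (-0.98) led them. In sam1Δ/sam1Δ the median was 0.00 and the mean -0.02 (0.99). Pleiotropic drug resistance genes were at -0.20 in sam1Δ/sam1Δ (adjusted P = 0.018 by camera and 0.53 by fry, 1 of 9 higher), with RSB1 at -0.78. The camera test was lost without wildtype replicate 1 (-0.19) or sam1Δ/sam1Δ replicate 2 (-0.18). In sam2Δ/sam2Δ these genes were at -0.05 (0.76). The a-specific genes were at 0.09 in sam1Δ/sam1Δ (0.18), past 0.05 without wildtype replicate 2 (0.19), and at 0.54 in sam2Δ/sam2Δ (0.28). The alpha-specific genes were at 0.13 (0.43) and 0.63 (0.34), the latter -0.19 without sam2Δ/sam2Δ replicate 3. Haploid-specific genes were at 0.06 in sam1Δ/sam1Δ (0.32).

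FAR1 does not rise with the haploid-specific genes. It was highest in sam2Δ/sam2Δ replicates 1 and 2, with log2 ratios to the wildtype mean of 1.35 and 1.25 against 0.74 in replicate 3. There 0 of 6 other haploid-specific genes with a mean of at least 50 passed the fold limit in both libraries. Loss of the diploid cell type therefore does not explain the higher FAR1, and the median of that list rests on replicate 3, where the mating-type genes described above were high.

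Gain or loss of a whole chromosome does not explain the expression changes of sam2Δ/sam2Δ as a whole. The chromosome medians lay between -0.125 and 0.063 in replicate 1 and between -0.067 and 0.027 in replicate 2, where a gain in all cells would give 0.58 and a loss -1. In replicate 3, chromosome I (-0.26) and chromosome III (-0.16) lay below all but 0.05% and 0.07% of 10000 random lists, and the other 14 chromosomes lay above at least 2.2%. Loss in part of the cells of that culture is therefore left open, as described above for chromosome III.

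Strain markers had a median of 0.12 and a mean of -0.01 in sam2Δ/sam2Δ (adjusted P = 0.85 by camera, downward) and -0.06 and 0.04 in sam1Δ/sam1Δ (0.98). CAN1 (1.14) was higher and TRP1 (-1.21) lower in sam2Δ/sam2Δ by the cutoffs, and HIS3 was listed at 0 in all 9 libraries. LYS2 (0.79) met them without sam2Δ/sam2Δ replicate 3 (1.11), and ADE2 (0.20) without wildtype replicate 1 (0.76). In sam1Δ/sam1Δ, ADE2 (0.68) and CAN1 (0.39) did without wildtype replicate 1 (1.25 and 0.66), and LYS2 (-0.44) without sam1Δ/sam1Δ replicate 1 (-0.82). Next to the deleted genes, YLR179C was at -0.82 in sam2Δ/sam2Δ (adjusted P = 0.259 with limma) and VTA1 at -0.52, which met the cutoffs without wildtype replicate 1 (-0.71), PLM2 at 0.33 and LPP1 at -0.16. In sam1Δ/sam1Δ, PLM2 (-0.48) met them without wildtype replicate 1 (-0.9997), and LPP1 was at -0.24. YLR179C lies beside SAM1, which is lower in sam2Δ/sam2Δ too.

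In sam2Δ/sam2Δ replicate 3 the nitrogen genes GAP1 (19720, at most 8624 elsewhere), MEP2 (12183, at most 6305), DAL5 (2043, at most 841) and DUR3 (1765, at most 731) were higher than in any of the other 8 libraries. That library raises the mean of MEP2 in sam2Δ/sam2Δ, but the higher log2FC does not rest on it alone. MEP2 was at 3146 and 4011 in sam2Δ/sam2Δ replicates 1 and 2, against 6305, 686 and 635 in wildtype, so the groups overlap. In sam1Δ/sam1Δ it was at 815, 4617 and 5228. MEP2 thus varied widely between cultures of the same strain, and these values do not separate strain from culture. The log2FC of MEP2 in sam2Δ/sam2Δ was 1.34 to 3.02 with 1 library left out.

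The log2FC of the mutants correlated at 0.161 over 6077 genes, and 59.7% had the same sign. Because the wildtype libraries are shared, simulated draws without a strain difference gave a median of 0.597 (95% range -0.843 to 0.961) and 71.8%.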
